# Decidual Cell Polyploidization Necessitates Mitochondrial Activity

**DOI:** 10.1371/journal.pone.0026774

**Published:** 2011-10-25

**Authors:** Xinghong Ma, Fei Gao, Allison Rusie, Jennifer Hemingway, Alicia B. Ostmann, Julie M. Sroga, Anil G. Jegga, Sanjoy K. Das

## Abstract

Cellular polyploidy has been widely reported in nature, yet its developmental mechanism and function remain poorly understood. In the present study, to better define the aspects of decidual cell polyploidy, we isolated pure polyploid and non-polyploid decidual cell populations from the *in vivo* decidual bed. Three independent RNA pools prepared for each population were then subjected to the Affymetrix gene chip analysis for the whole mouse genome transcripts. Our data revealed up-regulation of 1015 genes and down-regulation of 1207 genes in the polyploid populations, as compared to the non-polyploid group. Comparative RT-PCR and *in situ* hybridization results indeed confirmed differential expressional regulation of several genes between the two populations. Based on functional enrichment analyses, up-regulated polyploidy genes appeared to implicate several functions, which primarily include cell/nuclear division, ATP binding, metabolic process, and mitochondrial activity, whereas that of down-regulated genes primarily included apoptosis and immune processes. Further analyses of genes that are related to mitochondria and bi-nucleation showed differential and regional expression within the decidual bed, consistent with the pattern of polyploidy. Consistently, studies revealed a marked induction of mitochondrial mass and ATP production in polyploid cells. The inhibition of mitochondrial activity by various pharmacological inhibitors, as well as by gene-specific targeting using siRNA-mediated technology showed a dramatic attenuation of polyploidy and bi-nucleation development during *in vitro* stromal cell decidualization, suggesting mitochondria play a major role in positive regulation of decidual cell polyploidization. Collectively, analyses of unique polyploidy markers and molecular signaling networks may be useful to further characterize functional aspects of decidual cell polyploidy at the site of implantation.

## Introduction

Polyploidy has been widely reported to occur in a large variety of plant and animal cells. The mammalian cells, including the hepatocytes, cardiac myocytes, arterial smooth muscle cells, megakaryocytes, trophoblasts, and decidual cells [1], [2], [3], [4], all develop different degrees of polyploidy during their lifespan, although our understanding of its developmental mechanism and function in different tissues remains poor. In this regard, it is important to note that several biological processes viz., different developmental aspects [5], [6], [7], [8], [9], cellular differentiation [10], [11], cell fate acquisition and maintenance [12], tissue expansion/regeneration [13], nutritional/metabolic activity [13], [14], and embryo implantation [15] have been implicated in association with polyploidy. Although it is well recognized that for a normal cell cycle cells must receive a complete copy of their genome at each division to ensure genomic stability, studies have documented that the loss of this regulation could lead to the generation of polyploidy, by which cells undergo continuous DNA synthesis (or endocycle) without cell cytokinesis [1], [2], [3], [4], [14].

In early pregnancy, development of the differentiated uterus is critical to support embryonic growth and implantation, and the whole process is coordinately controlled by ovarian estrogen and progesterone (P_4_) [16], [17]. In the receptive uterus on day 4 of pregnancy (day 1 =  vaginal plug), the onset of embryo implantation elicits the prerequisite transformation of stromal cells into decidual cells (decidualization), which is a gateway to pregnancy establishment. The pulse-labeling experiments with ^3^H-thymidine incorporation have provided evidence that decidual cells originate from proliferating stromal cells [18]. In this regard, our recent studies in mice also showed that decidual cell transformation begins with extensive stromal cell proliferation in the morning on day 5, followed by regional differentiation into specialized type of cells (decidual cells) with acquisition of polyploidy on days 6–8 of pregnancy [11], [19]. The differentiating stromal cells, at the antimesometrial pole in close proximity to the embryo implantation, initially form the primary decidual zone (PDZ) in the afternoon on day 5. PDZ is avascular and epithelioid in nature [20]. From day 5 afternoon through day 6, stromal cells next to the PDZ continue to proliferate and differentiate into polyploid decidual cells, forming the secondary decidual zone (SDZ). SDZ is fully developed by day 7 afternoon, and at this time polyploidy development gradually spreads not only at the antimesometrial pole, but also at the lateral junctional region between the mesometrial and antimesometrial decidual poles [11]. In contrast, the mesometrial decidual cells, on days 7 and 8, continuously undergo proliferation and differentiation to form a non-polyploid decidual zone prior to placentation. The distribution pattern of polyploid decidual cells at the site of embryo implantation is also similarly exhibited in the experimentally (oil)-induced decidual bed [11]. The mechanisms regulating the regional decidual cell differentiation are complex; several signaling mediators, including homeobox transcription factors, cell-cycle molecules, cytokines, growth factors, and lipid mediators, have been implicated during the progression of decidualization [4], [21], [22], [23], [24], [25].

The formation of mono- or bi-nuclear large polyploid cells during decidualization has been well recognized in rodents [11], [26], [27], [28], [29] and recently in humans (Hirota Y and Dey SK, unpublished observation). The polyploid decidual cells are considered to be terminally differentiated cells and are developed via abnormal mitosis, but not through a simple cell fusion mechanism [11], [27], [29]. We have recently studied the aspects of cell cycle regulation for decidual polyploidy [4], [11], [29]. More specifically, studies have shown that the low accumulation of stromal cyclin D3 in the morning on day 4 is remarkably up-regulated in decidualizing stromal cells following the onset of implantation [30]. This regulation is strongly associated with stromal cell proliferation via cyclin D3/cdk4 kinase activity, while the differentiation, including terminal differentiation for polyploidy development, primarily involves a ternary complex cyclin D3/cdk6/p21 [11], [19]. The repression of a distinct set of cell cycle regulators for the G2/M phase transition appears to be associated with the onset of decidual cell polyploidy [4], [11]. Consistently, lack of cyclin D3 in mice significantly affects pregnancy outcome, with defects due to compromised decidualization and embryonic resorption [4]. Furthermore, studies have shown that HB-EGF, the earliest molecular marker of implantation [31], specifically controls stromal cell polyploidy and decidualization via overexpression of cyclin D3 [29]. Several other regulators of decidualization and embryo implantation, such as Hoxa-10 (a homeobox transcription factor) [19], [30], Stathmin (a cytosolic phosphoprotein) [32], IL11/IL11ra/BIRC5 (Survivin) signaling system [33], [34], BTEB1 (a member of the Sp/Krüppel-like family of transcription factors) [35], and DEDD (death-effector domain-containing protein) [15], have been shown to utilize cyclin D3 as a downstream effector for appropriate control of uterine decidualization. The loss of DEDD in mice results in attenuation of decidual polyploidy with severely compromised decidualization and failure of pregnancy success, implicating polyploidy development is crucially involved with decidualization during the progression of early embryo implantation [15]. In addition, Hoxa10 and cyclin D3 knock-out mouse models [4], [19], which show decidualization defect, also exhibit dramatic attenuation of polyploidy development (Gao F and Das SK, unpublished observation).

To better define the developmental and functional aspects of decidual polyploidy, we analyzed global gene expression profiling of polyploid decidual cells, as compared to non-polyploid decidual cells. Our analysis revealed an alteration of a large array of genes in association with polyploidy, and further gene enrichment analyses suggested that polyploidy is primarily enriched by multiple processes, including cell/nuclear division cycle, ATP binding, the metabolic system, and mitochondrial function, while that of depressed processes primarily include apoptosis and the immune system. Several identified genes related with mitochondria and bi-nucleation appeared to show marked increases in expression during decidualization in a regional fashion, which is consistent with the status of polyploidy. Further studies revealed that polyploid decidual cells are enriched with mitochondrial activity, and pharmacological and genetic inhibition of mitochondrial activity resulted in suppression of polyploidy development during stromal cell decidualization, suggesting mitochondria play a crucial role for polyploidization.

## Materials and Methods

### Animals and artificial decidualization

CD-1 (Charles River Laboratories, Wilmington, MA) mice were housed in the animal care facility at Cincinnati Children's Hospital Medical Center according to National Institutes of Health (NIH) and institutional guidelines for the use of laboratory animals. All protocols for the present study were reviewed and approved by the Institutional Animal Care and Use committee (IACUC) (Approval number: 1D05042). Adult females were mated with vasectomized males of the same strain to induce pseudopregnancy (day 1 =  vaginal plug). To stimulate experimentally induced decidualization (deciduoma), sesame oil (25 µl) was infused intraluminally in one uterine horn on day 4 of pseudopregnancy. Deciduoma was collected on day 7.

### Isolation of polyploid or non-polyploid decidual cells *in vivo*

Deciduomal tissues were separated from the muscle and minced by scalpel blade, and then placed in HBSS containing 0.25% collagenase, 0.1% DNase I, and 0.1% hyaluronidase for 45 min. at 37°C. The enzyme digested tissues were then serially passed through 18, 22, and 25 gauge needles to make a single cell suspension. As described previously [36], a single cell suspension in 40 ml HBSS/0.5% bovine serum albumin (BSA) (2–5×10^6^ cells/ml) was first loaded from the bottom of the sedimentation chamber (Fisher) and then loaded with BSA solution in a density gradient (2–4%) from the bottom of the sedimentation chamber at a rate of 10 ml/min. The whole operation was carried out at 4^0^ C. Cells were allowed to settle down in the gradient for a period of 3 h and then collection of the fractions began. Approximately one hundred fractions (10 ml each) were collected. Cells were isolated by centrifugation and re-suspended in freezing medium for short-term storage at −80^0^ C. The viability of the above cell preparations was close to 99%. Every fifth fractions were analyzed by phase-contrast and fluorescence (DAPI) microscopy for the presence of polyploid or non-polyploid cell populations. In general, approx. 10–15 fractions, either for polyploid or non-polyploid populations, were pooled for subsequent RNA analyses.

### Microarray and data analysis

Microarray hybridization and analysis were conducted according to the Affymetrix recommended protocols with the help of Microarray Core Facility at Cincinnati Children's Hospital Medical Center. In brief, RNAs were extracted from polyploid and non-polyploid decidual cell populations using RNeasy Mini Kit according to the manufacturer's instructions (QIAGEN, Valencia, CA). The quality of the total RNA was checked by the Agilent Bioanalyzer 2100 (Hewlett Packard) using the RNA 6000 Nano Assay. Biotin-labeled cRNAs were generated using the Affymetrix Whole Transcript Sense Target Labeling Assay (Affymetrix) and hybridized to GeneChip® mouse gene 1.0 ST array (Affymetrix Inc.). Affymetrix GeneChip Scanner 3000 7G used to scan and quantitate the gene chips using default scan settings. The raw data has been deposited to the GEO database (Accession number  =  GSE28917). Differentially expressed genes were selected based on the GeneSpring GX10 program, with a threshold of unpaired t-test (P-value ≤0.05), false discovery rate (FDR) ≤5%, and a fold change cut off  = 2.0.

Functional enrichment analysis of the differentially expressed genes from microarray data analysis was performed using the ToppFun server (http://toppgene.cchmc.org) [37] and DAVID Bioinformatics Resources 6.7 (http://david.abcc.ncifcrf.gov/) [38]. Biological association networks were built using the Ingenuity Pathway Analysis (IPA; http://www.ingenuity.com/) (Ingenuity Systems, Inc., Redwood City, CA) [39].

### Comparative RT-PCR confirmation of microarray data

RNA (1 µg total RNA from each sample) was primed with random-hexamers in a volume of 20 µl and reverse transcribed into cDNA with cDNA synthesis kits (Promega). The resulting cDNA was subjected for comparative RT-PCR analysis as previously described [19]. In brief, the comparative cDNAs were subjected to appropriate number of PCR cycle (as indicated in figures for genes of interests) for linear amplification. Initial PCR studies have determined the linear range of amplification. Amplified fragments were separated by electrophoresis on 2% agarose gels and visualized by ethidium bromide staining. The intensity of each band was measured by Scion Image (Scion Corp., Frederick, MD). The relative levels of expression of each mRNA were normalized to the expression of housekeeping gene *Actb* mRNA.

### Hybridization Probes

Mouse-specific cDNA clones (in pCRIITOPO vector) were generated by RT-PCR. The authenticity for each of these clones was confirmed by nucleotide sequencing. For *in situ* hybridization, sense and antisense ^35^S-labeled cRNA probes were generated.

### *In situ* hybridization

Frozen sections (10 µm) were hybridized with ^35^S-labeled cRNA probes as described previously [31]. Sections hybridized with sense probes served as negative controls and showed no positive signals.

### Immunohistochemistry

Immunostaining of Tdo2 and Nsbp1 was performed on formalin-fixed, paraffin-embedded tissue sections as previously described [11], [29], using specific primary antibodies to Tdo2 [40] and Nsbp1 [41].

### *In vitro* stromal cell decidualization

This procedure was followed as we previously described [29]. In brief, mouse uterine stromal cells collected on day 4 of pseudopregnancy [29] were cultured on the cover slips in presence of the growth medium [DMEM/F-12 (1∶1), plus 10% charcoal stripped serum and antibiotic]. Following a brief attachment for 1 h, cells were washed thoroughly in HBSS and replenished with the growth medium for 24 h. Cells were then replaced with the decidualization medium [1 µM P4, 10 nM E2 and 0.5% HB-EGF in DMEM/F12, plus 1% charcoal stripped FBS] for an additional 5-day period in culture. Cells were washed and replenished every alternate day. Cells were trypsinized for subsequent analysis.

### Treatment of pharmacological inhibitors for mitochondrial function during in vitro decidualization

In the above *in vitro* stromal cell decidualization, based on initial studies of cell viability with the use of various concentrations of mitochondrial inhibitors, cells were treated with vehicle or a selected concentration of different inhibitors [rotenone (0.2 µM), TTFA (80 nM), antimycin (2 µM), KCN (500 µM), CCCP (10 µM) or oligomycin (12.5 nM)] at the time of decidual stimulation for 8–12 h, and then washed the cells and kept in decidualization medium. Two-days later, cells were washed, treated with inhibitors and placed in decidualization medium as above and then cultured for three more days.

### siRNA-driven perturbation of mitochondrial genes during in vitro decidualization

In the above *in vitro* decidualization model, stromal cells, prior to the initiation of decidualization, were subjected to transfection with different siRNAs (at 100 nM) using the lipofectamine 2000 reagent (Invitrogen) for 6h, according to the manufacturer's instructions. We used two independent siRNAs for a gene specific to the mitochondrial respiratory chain complex I or complex III: *NADH dehydrogenase (ubiquinone) 1 alpha subcomplex, 4* (*Ndufa4*) or *cytochrome c-1* (*Cyc1*), respectively. Mouse specific siRNAs for *Ndufa4*: AACTATGAAGTTCACTGTAAA (siRNA1) and AAGGCCCAGACTTCTAAACTA (siRNA2), or for Cyc1: CAGCATGGATTATGTGGCGTA (siRNA1) and CAGGATGGCCCTAATGATGAT (siRNA2) were purchased from Qiagen. In parallel studies, cells were also transfected with control siRNAs (AllStars Negative Control siRNA, Qiagen).

### Mitochondrial staining

*In vivo* isolated polyploid or non-polyploid decidual cells were attached on cover slips after a brief culture for 2 h in presence of DMEM/F-12 (1∶1), plus 10% charcoal stripped serum and antibiotic. Cells were washed in HBSS (without Ca^++^ and Mg^++^) and then subjected to mitochondrial staining with 200 nM Mitotracker *Red CMXRos (Invitrogen)* for 30 min at 37°C. *In vitro* decidualized cells on the cover slips, as described above, were washed in HBSS and followed the mitochondrial staining as above. After staining, cells were washed three times with HBSS and fixed with 3.7% paraformaldehyde in HBSS for 15 min at 37°C. After fixation, cells were washed three times with HBSS and the nuclei were counter-stained with DAPI for 5 min in HBSS at 37°C. Cells were then permeabilized with ice-cold acetone for 10 minutes and rinsed once in HBSS. Cells were visualized with an inverted microscope (NIKON TE 2000U) with opti-grid structured light confocal system (Phylum) that has an all-motorized Z-focus device to capture high quality confocal images.

### Analysis of ATP content

Cellular ATP was assessed using StayBrite™ Highly Stable ATP Assay Kit (BioVision, cat# K791-100) according to the commercially available instructions.

### Quantitation of bi-nuclear cells

Cells were washed with HBSS and cyto-spun onto slides for histological analysis, as described before [29]. Approximately 500–600 cells were examined under the microscope and viewed on the computer screen. Randomly selected images from at least 20–30 different areas on the slide were captured in the computer, and bi-nuclear cell numbers were counted manually.

### Flow cytometric analysis of DNA content

Cells were fixed in 70% ethanol and then treated with RNase A (500 µg/mL) for 30 min at 37^o^C. Cells were then stained with propidium iodide (PI, 50 µg/mL) and directly analyzed for the DNA content by flow cytometry (BD FACSCanto II) using the Cincinnati Children's Core facility. At least 50,000 to 100,000 cells were subjected for each analysis.

## Results

### Bovine serum albumin (BSA) density gradient cell sedimentation technique allows successful isolation of polyploid and non-polyploid decidual cells

In order to examine the status of the gene expression profile during the progression of decidual cell polyploidy, we first focused on the isolation of enriched preparations of polyploid and non-polyploid decidual cells, collected during an optimal time of polyploidization on day 7 of pseudopregnancy, following artificial stimulation for uterine decidualization in mice [11]. Deciduomal tissues were digested with enzymes to obtain a single cell suspension and then subjected to the cell separation technique, as described in Materials and Methods. Based on initial phase-contrast and fluorescence (DAPI) microscopic analyses, fractions collected between 20–40 were found to contain polyploid cells, albeit at the level of 97% purity, as judged by the presence of large mono- or bi-nuclear cells (Fig. 1, A–F), while fractions between 60–75 were found to be enriched with non-polyploid cells, at the level of 98% purity (Fig. 1, G–L). Further analysis of the expression of decidualizing stromal cell marker with cyclin D3 appears to indicate that the cell preparations were indeed very pure (Fig. S1). In addition, flow cytometric analysis of DNA content also clearly revealed that polyploid fractions are primarily enriched with DNA content ≥4N (Fig. 1M), while non-polyploid fractions are primarily devoid of cells containing DNA content >4N (Fig. 1N). Thus, our subsequent studies utilized the pooled fractions collected between 20–40 or 60–75 to represent polyploid or non-polyploid cell populations, respectively.

**Figure 1:**
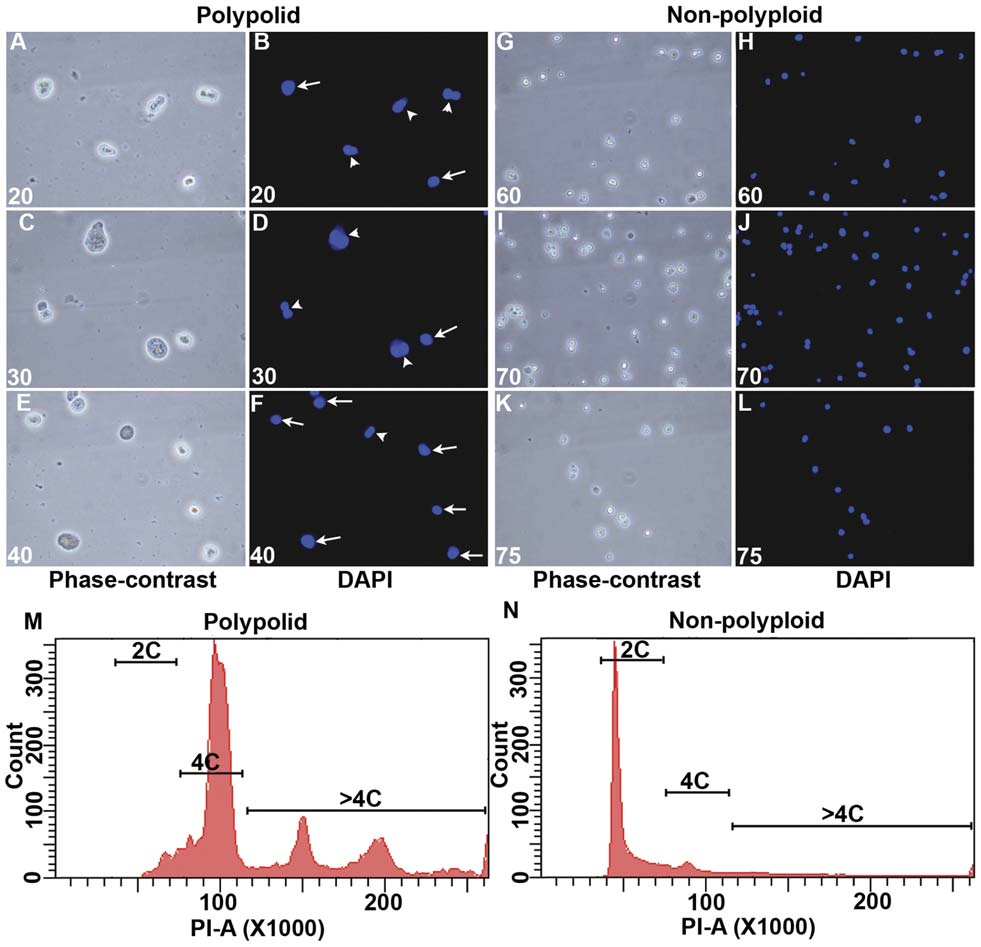
Analysis of polyploid and non-polyploid cells. Deciduomal cells collected on day 7 of pseudopregnancy were fractionated by BSA density gradient (2–4%), as described in Materials and Methods. Representative phase-contrast and fluorescence (DAPI) microscopic pictures are shown in parallel for polyploid (A–F) and non-polyploid (G–L) populations collected in fraction numbers 20–40 and 60–75, respectively. Pictures are at 400X. Note: Polyploid cells are identified by the presence of large mono-nuclear (shown by arrows) or bi-nuclear (shown by arrowheads) structures, while the non-polyploid cells are devoid of such nuclear structures. Flow cytometric analyses of the DNA content for a representative polyploid (M) and non-polyploid (N) population are shown. Note: The polyploid fractions are enriched with DNA content ≥4N, while the non-polyploid fractions are primarily devoid of cells with DNA content >4N. These experiments were repeated at least three times with similar results.

### Microarray analysis identifies differentially modulated genes in polyploid decidual cells as compared to non-polyploid decidual cells

We next examined the differential gene expression profile in the above polyploid (P) and non-polyploid (N) cell populations to gain insights into the signaling networks that might be important for the developmental regulation of polyploidy during decidualization. We collected three independent pools of P- and N-samples, and total RNAs were isolated and subjected to gene expression profiling utilizing the GeneChip® mouse gene 1.0 ST array (Affymetrix Inc.), which offers whole genome transcript coverage. 

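RNA from 3 polyploid pools and 3 non-polyploid pools of decidual cells was hybridized to 1 array each, on a whole-transcript array that reads most exons of each gene on the sense strand. The cells came from deciduoma of CD-1 females on day 7, 3 independent pools for each population, pooled from the sedimentation fractions described above. The paper gives the stage as pseudopregnancy with oil-induced deciduoma, whereas the sample labels give pregnancy. The values used here are log2 expression values per transcript cluster (the set of probes that stands for a gene or transcript) as summarised by the authors. Their background correction and their normalization between arrays are not given in the sources used here. Array medians lay between 5.66 and 5.76, the lowest values between 1.70 and 1.85 and the highest between 14.2 and 14.5, on the log2 scale. Of 35557 clusters listed, 6618 were left out as control probes by their cluster IDs, and 28939 were tested, of which 21789 named 1 gene. P was compared with N by limma with Benjamini-Hochberg adjustment over all clusters tested, and a cluster was called at an adjusted p of at most 0.05 and a change of at least 2-fold, the threshold of the methods with limma in place of the methods' test. Gene lists and cell type markers were fixed before the array values were examined, but after the paper was read. Several of them, such as mitosis and the citrate cycle, hold genes that the study had already called on these samples. Their counts are therefore not fully independent of the paper. A member of a list was counted as higher or lower at an adjusted p of at most 0.05 at any fold. Lists were tested by camera, which compares a list with all other genes, with a preset correlation between genes of 0.01. Of 37 such lists, 28 passed the set test with the preset correlation and 0 with a correlation estimated for each list, where the lowest adjusted p was 0.19. With the preset correlation 11 to 29 lists also passed when the 6 arrays were split in other ways. A pass with the preset correlation is therefore weak evidence by itself. The number of arrays limits the precision of every value. Exact tests of 3 arrays against 3 cannot give a p below 0.1.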

Our analysis revealed that a total 2222 genes (P value ≤0.05) were differently expressed in P as compared to N (Table S1). Of the total 2222 genes, 1015 genes exhibited an increase in expression for polyploid cells, whereas 1207 genes were depressed in polyploid cells, suggesting that a drastic alteration of gene expression occurs during the transition from non-polyploid to polyploid cell populations. Furthermore, the cluster analysis of the microarray data for differential gene expression indicated that they were indeed segregated into two categories, as judged by distinct molecular signatures (Fig. S2). 

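In polyploid cells 1452 transcript clusters were higher and 1647 lower than in non-polyploid cells by at least 2-fold, 3099 in all. The largest rise was that of Serpina3n, a secreted serine protease inhibitor, at a log2 value of 10.91 ± 0.12 (SD, n = 3) in P and 6.95 ± 0.89 (SD, n = 3) in N. Tshr, the receptor of thyroid-stimulating hormone, rose 12.1-fold and Cyp11a1, the enzyme that starts steroid hormone synthesis from cholesterol, 8.81-fold. Among the 10 largest falls, Clec4d, a C-type lectin receptor of macrophages and neutrophils, was at 5.27 ± 1.42 (SD, n = 3) in P and 10.35 ± 0.51 (SD, n = 3) in N. Trem1, which amplifies inflammatory signaling in myeloid cells, had a log2 fold change of -4.80 (standard error 0.58, adjusted p = 0.000471 from limma), and Acod1, which makes itaconate in activated macrophages, one of -4.77 (standard error 0.60, adjusted p = 0.000547). Efemp1, a matrix protein of elastic fibers, rose by 3.23 on the log2 scale, and Il1f9, an inflammatory cytokine of the interleukin 1 family, fell by 5.01. Without a fold threshold, 9308 clusters passed limma's test, 5586 higher and 3722 lower. Among the clusters naming 1 gene, 1182 genes were higher and 1305 lower by at least 2-fold. In 3090 of the 3099 clusters the 3 polyploid values did not overlap the 3 non-polyploid values. Over all clusters tested this held for 44.9%, where chance gives 10% for 3 arrays against 3.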

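The 3 polyploid arrays and the 3 non-polyploid arrays formed 2 separate groups when they were clustered on all 28939 transcript clusters. Pearson's r, taken across clusters, was 0.988 to 0.991 between polyploid pools, 0.991 to 0.993 between non-polyploid pools and 0.932 to 0.959 between a polyploid and a non-polyploid pool. The first principal component, along which P and N lay apart, held 82.4% of the variance, and the second held 5.68%. Transcript clusters are not independent replicates, so these correlations describe the 6 arrays. The paper shows the clustering of differentially expressed genes in Fig. S2, whereas all clusters tested entered here.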

Overall, these results suggest that polyploid decidual cell populations are markedly different in respect to gene expression profiles when compared to non-polyploid decidual cell populations.

### RT-PCR analysis validates microarray data

In order to validate the above microarray results, we analyzed the expression between the three independent P- and N-samples for randomly selected up-regulated (Fig. 2A, B) and down-regulated genes (Fig. 2C, D) by comparative RT-PCR analysis, as described in the Materials and Methods. The primers used for RT-PCR and the sizes of PCR products are indicated in Table S2. The RT-PCR derived products were confirmed by cloning and sequencing. Band intensities were measured by densitometric analysis and corrected against *Actb* (Fig. 2B, D). Consistent with our microarray data, the expression of *Ddb1, P57, Serpinb6b, Pdgfra, Pdgfc, Fmo2, Dcn, Aldh1a2,* and *Nox4* was up-regulated, whereas that of *Ptgs2*, *Ccr2, Chi3l3, Ms4a4c, Il1b, Cybb,* and *Clec4c* was down-regulated in P, as compared to N. These results suggest that our experimental strategy was able to selectively identify differentially expressed genes during the onset of decidual cell polyploidy.

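On the arrays, all 9 genes chosen for upregulation in Fig. 2 were higher in P and all 7 chosen for downregulation were lower, each by at least 2-fold. Since the study chose these genes on the same samples, the counts are not independent evidence. Serpinb6b, a serine protease inhibitor, showed the largest rise of the 9, from 8.74 ± 0.32 (SD, n = 3) in N to 11.30 ± 0.10 (SD, n = 3) in P, 5.91-fold. Dcn, which encodes the matrix proteoglycan decorin, rose 5.27-fold, and Pdgfra, a growth factor receptor of mesenchymal cells, rose 4.72-fold. Cdkn1c, which encodes the cell cycle inhibitor p57, had a log2 fold change of 1.81 (standard error 0.10, adjusted p = 3.3e-05 from limma). Nox4, an NADPH oxidase that makes hydrogen peroxide, rose by 1.99 on the log2 scale, Aldh1a2, an enzyme of retinoic acid synthesis, by 2.16, and Ddb1, a DNA damage-binding protein, by 1.23. Chil3 (Chi3l3), a chitinase-like protein of macrophages, fell from 9.08 ± 0.31 (SD, n = 3) in N to 3.95 ± 0.81 (SD, n = 3) in P. The monocyte chemokine receptor Ccr2 had a log2 fold change of -4.43, the cytokine Il1b one of -4.68, and Cybb, the oxidase subunit of phagocytes, one of -4.42. Clec4e, the gene that the primers of Table S2 amplify, had a log2 fold change of -4.82. Ptgs2, which encodes cyclooxygenase 2, had a log2 fold change of -2.07 (standard error 0.40, adjusted p = 0.00476 from limma), but an adjusted p of 0.0698 by the methods' test. Polyploid pools differed more among themselves in the genes that fell than in those that rose.

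**Figure D1:**
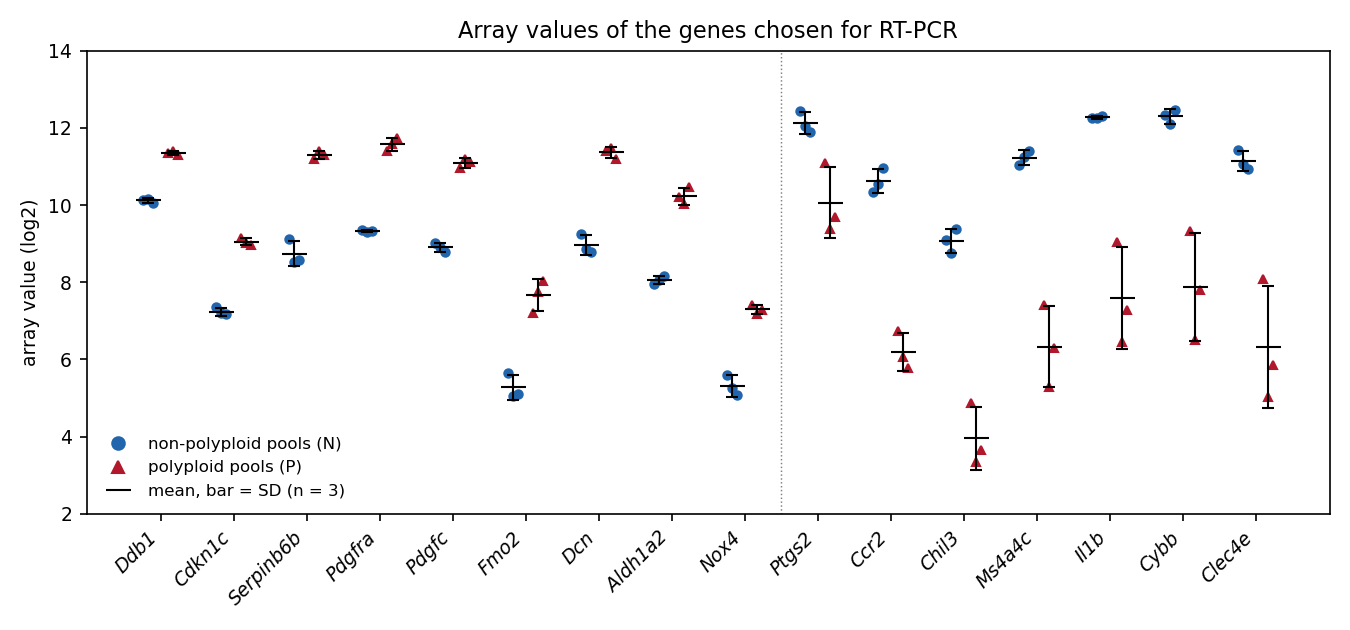
Array values (log2) of the 16 genes analyzed by RT-PCR in Fig. 2A to D, in 3 non-polyploid pools (blue circles) and 3 polyploid pools (red triangles), with the mean and SD in black and a dotted line between genes chosen as up- and down-regulated. Every polyploid pool lies above every non-polyploid pool for the 9 genes on the left and below for the 7 on the right, as in Il1b at 7.60 ± 1.32 in P and 12.28 ± 0.04 in N.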

**Figure 2:**
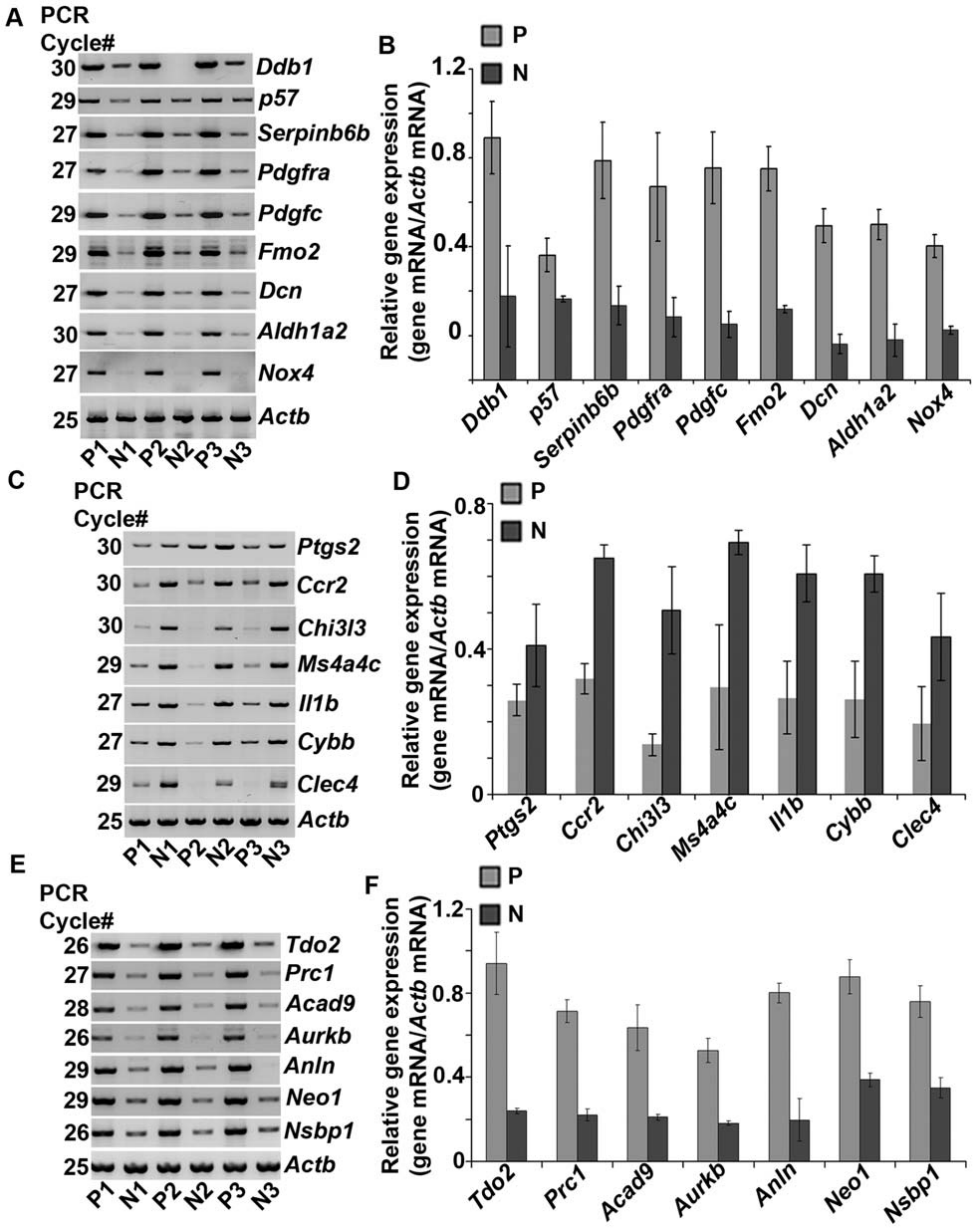
Analysis of expression for differentially modulated polyploidy-related genes. Comparative RT-PCR: Upregulation (A), downregulation (C) and bi-nuclear (E) genes. Total RNA was extracted from three independent pools of polyploid (P1, P2 and P3) and non-polyploid (N1, N2 and N3) populations, and then subjected to RT-PCR at indicated PCR cycle numbers to achieve linear amplification for genes of interest. Amplified DNA bands were visualized by ethidium bromide staining. Quantitative analysis: Relative levels of expression for upregulation (B), downregulation (D) and bi-nuclear (F) genes are shown. Band intensities shown in (A), (C), and (E) were measured by densitometric analysis and relative levels of gene-specific mRNAs were obtained after correction with *Actb*. These experiments were repeated at least three times with similar results.

Recently, an analysis of cell-division phenotype, based on RNAi technology in conjunction with time-lapse computer imaging, revealed a gene list encompassing approx. 400 genes that are specifically related to the event of cell bi-nucleation [42]. Because decidual polyploid cells are associated with bi-nucleation, a direct comparison of our microarray data and the available bi-nucleation data set has allowed us to generate a list of genes that are specifically overlapped during the development of decidual cell bi-nucleation. 

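Genes of the bi-nucleation set that rose in polyploid cells included regulators of mitosis and cytokinesis, and those that fell included genes of leukocytes. Ccnb1, the mitotic cyclin B1, is read by 3 clusters that Table S1 names, with log2 fold changes of 2.15, 2.23 and 2.25. Ect2, which drives the contractile ring of dividing cells, had a log2 fold change of 1.66 (standard error 0.15, adjusted p = 0.000129 from limma), and Usp1, a deubiquitinase of DNA repair, one of 1.96 (standard error 0.22, adjusted p = 0.000326). Mastl, a kinase that keeps cells in mitosis, rose 2.92-fold. Ly86, a partner of an immune receptor of the Toll-like family, fell from 10.76 ± 0.17 (SD, n = 3) in N to 7.09 ± 1.27 (SD, n = 3) in P, and Ptafr, the receptor of platelet-activating factor, fell from 9.44 ± 0.23 to 5.80 ± 1.08. Bcl6, a transcriptional repressor, fell 3.95-fold. Of the genes of Table 1 with a cluster of their own, 22 of 22 listed as up-regulated were higher in P, 21 of them at least 2-fold, and 13 of 13 listed as down-regulated were lower at least 2-fold. Gemin6, a component of the complex that assembles splicing particles, was the exception at 1.94-fold. Table 1 was drawn up from these samples, so its counts are not independent evidence.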

As shown in Table 1, our analysis indicates that 23 up-regulated and 15 down-regulated genes appeared to be represented in P, as compared to N (Table 1). Among these genes, we again randomly selected a few more genes to further validate the expression by comparative RT-PCR. Our analysis revealed that the expression of *Tdo2, Prc1, Acad9, Aurkb, Anln, Neo1,* and *Nsbp1* was indeed consistent with the upregulation in P as compared to N (Fig. 2E, F). 

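The 7 genes were each at least 2-fold higher in the polyploid arrays as well, though the study picked them on these samples and the count is not independent evidence. Tdo2, which degrades tryptophan and marks decidual cells, was among the brightest, at 12.68 ± 0.09 (SD, n = 3) in P and 10.51 ± 0.17 (SD, n = 3) in N. Nsbp1, now named Hmgn5, encodes a nucleosome-binding protein and showed the largest change, 5.87-fold. Prc1, which bundles microtubules of the central spindle, rose from 6.29 ± 0.44 in N to 8.37 ± 0.20 in P. Anln, which encodes the contractile ring protein anillin, had a log2 fold change of 1.85 (standard error 0.16, adjusted p = 0.000114 from limma), and Aurkb, the aurora B kinase, one of 1.21 (standard error 0.13, adjusted p = 0.000256). Neo1, a guidance receptor, rose 4.68-fold and Acad9, an assembly factor of respiratory complex I, 2.14-fold.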

Overall, these results suggest that our microarray-identified genes appear to represent true differential expression status with the progression of decidual cell polyploidy.

**Table 1:** Genes that are specifically modulated in bi-nucleated polyploid decidual cells.

Up-regulated genes in polyploid cells	*Dgat2, Acad9, Katnal1, Ryk, Aurkb, Gemin6, Adam19, Mastl, Idh1, Prmt1, Bub1, Ect2, Crabp1, Anln, Rcn3, Usp1, Atoh8, Prc1, Ccnb1, Tdo2, Neo1, Lbp, Nsbp1*
Down-regulated genes in polyploid cells	*Kcnk6, Glrx, Cotl1, Myd88, Ncf2, Itga6, Mcam, Bcl6, Plcb2, Fxyd5, Rasgrp3, Ptafr, Ly86, Ccrl2, Fpr1*

### Polyploidy-related genes are expressed in a regional fashion within the uterine decidual bed

Based on the above findings, polyploidy-related upregulation (e.g., *Ddb1*, *Serpinb6b,* and *Nox4*), downregulation (*Ptgs2*), and bi-nucleation (e.g., *Nsbp1* and *Tdo2*) genes were further analyzed by *in situ* hybridization for expression during decidualization. Because, at the site of embryo implantation on the morning on day 5, decidualizing stromal cells actively participate in proliferation without showing any sign of polyploidy, and on day 7 those cells optimally undergo terminal differentiation with regional development of polyploidy [11], we analyzed expression at the sites of implantation on days 5 and 7. In general, our analysis revealed that the expression of all the above upregulation or bi-nucleation genes was minimally detected on day 5, with the exception of *Nsbp1*, which showed localized signal in the proliferating stroma primarily in close proximity around the embryo implantation (Fig. 3A). In contrast, *Ptgs2*, a down-regulated gene, was primarily detected with signals in the thin layer of stromal cells around the embryo implantation (Fig. S3). While on day 7, the expression of *Ddb1, Serpinb6b, Nox4, Nsbp1,* and *Tdo2* was primarily revealed by differential upregulation in a regional fashion within the decidual bed, with an apparent suppression in the mesometrial pole (Fig. 3A). More specifically, *Nsbp1* and *Nox4* showed predominant expression at the lateral junctional areas between the mesometrial and anti-mesometrial poles of the implantation site, although scattered low accumulation of signals also persisted in the SDZ (Fig. 3A). In addition, a distinct accumulation of signals for *Nsbp1* mRNAs was noted in a few layers of sub-myometrial decidual cells at the mesometrial pole (Fig. 3A). In contrast, *Tdo2, Serpinb6b,* and *Ddb1* showed wider distribution in the antimesometrial and mesometrial-antimesometrial junctional zone of the decidual bed (Fig. 3A). Consistent to previous results [43], the expression of *Ptgs2* was primarily exhibited in the mesometrial pole of the decidua (Fig. S3).

**Figure 3:**
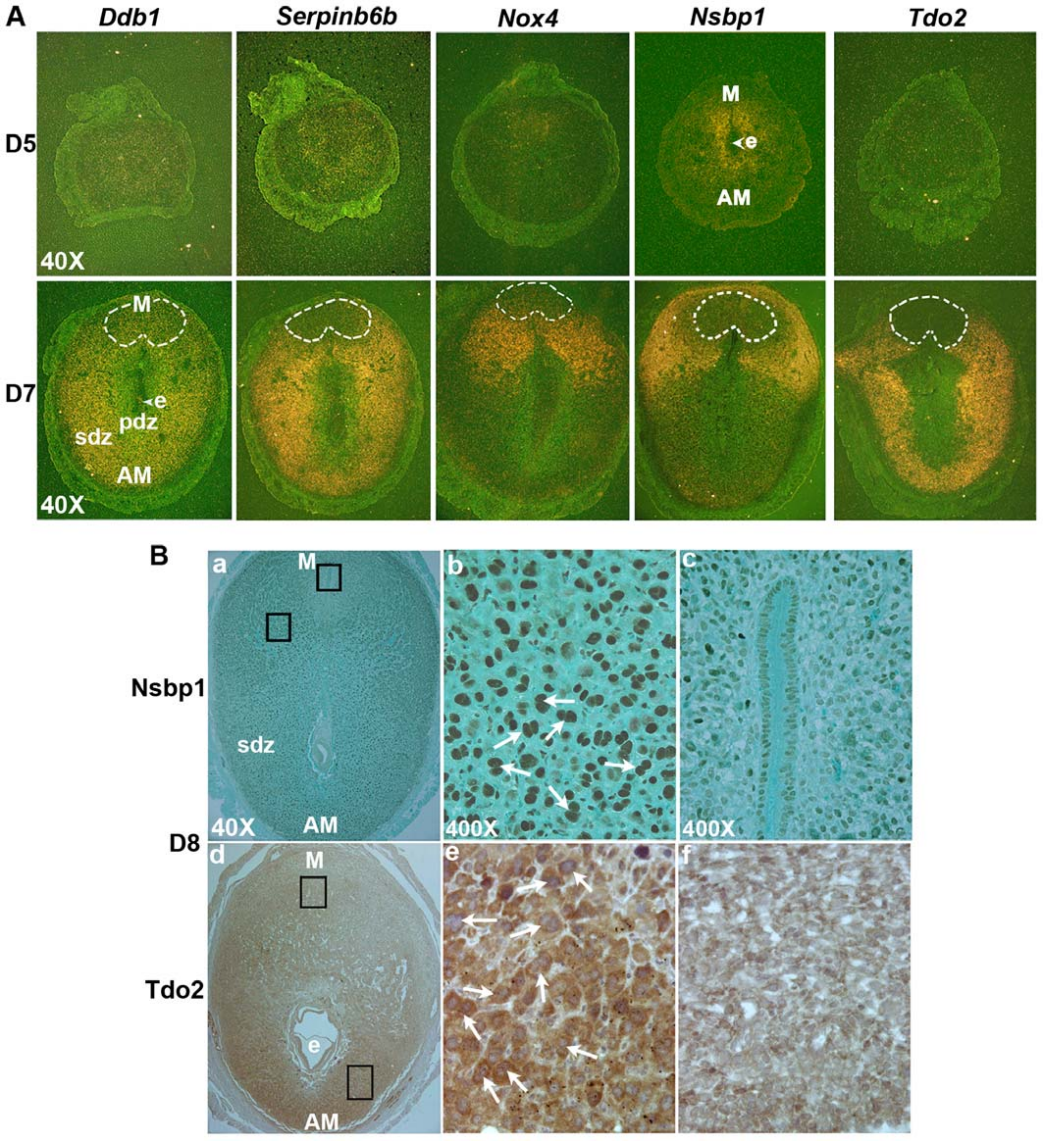
Regional distribution of expression for up-regulated polyploidy genes during decidualization at the site of implantation. (A) *In situ* hybridization: Expression of *Ddb1, Serpinb6b, Nox4, Nsbp1,* and *Tdo2* genes at the embryo implantation sites on days 5 (D5) and 7 (D7) of pregnancy is shown. Frozen sections were hybridized with ^35^S-labeled antisense or sense riboprobes, and RNase A resistant hybrids were detected by autoradiography. Sections were post-stained with hematoxylin and eosin. Dark-field photomicrographs of representative cross-sections hybridized with antisense probes are shown at 40X. Sections hybridized with corresponding sense probes did not show any positive signals (data not shown). M, mesometrial pole; AM, anti-mesometrial pole; e, embryo; pdz, primary decidual zone; sdz, secondary decidual zone. (B) Immunohistochemical analysis: Localization of Nsbp1 and Tdo2 localization at the embryo implantation sites on day 8 (D8) is shown. Arrows indicate positive nuclear or cytoplasmic staining for the localization of immunoreactive Nsbp1 or Tdo2 proteins on polyploid cells, respectively. No immunostaining was noted when similar sections were incubated with pre-immune serum (data not shown). M, mesometrial pole; AM, anti-mesometrial pole; e, embryo; sdz, secondary decidual zone. The insets shown in the mesometrial poles in panels a, d (at 40X) are presented in the respective right panels: c, f (at 400X). The other insets shown in panels: a, d, corresponding to the junctional barrier region between the mesometrial and antimesometrial poles or the region in sdz, are presented in the respective middle panels: b, e (at 400X). These experiments were repeated at least three times with similar results.

We next examined the localization of immunoreactive proteins for Nsbp1 and Tdo2 at the sites of embryo implantation. Consistent with the above results, distinct nuclear staining for Nsbp1 was primarily noted in polyploid decidual cells, in the mesometrial and antimesometrial junctional zones, as well as a scattered distribution in the SDZ polyploid cells, on days 7 (data not shown) and 8 (Fig. 3B) of pregnancy. The mesometrial decidual cells did not reveal any specific accumulation of this protein (Fig. 3Bc). This pattern of expression is consistent with the expression of cyclin D3, a marker of polyploidy, on day 8 (Fig. S4). In the case of Tdo2, similar to the above, cytoplasmic staining for this protein is detected primarily throughout the antimesometrial and mesometrial-antimesometrial junctional decidual bed, particularly in association with the polyploid decidual cells at the site of implantation on days 7 (data not shown) and 8 (Fig. 3C). Furthermore, both Nsbp1 and Tdo2 also revealed similar results in the experimentally induced deciduoma on days 7 and 8 of pregnancy (data not shown). Overall, these results suggest that polyploidy/bi-nucleation related genes are specifically induced in regional polyploid cells within the decidual bed.

### Multiple molecular signaling networks are differentially modulated in polyploid decidual cells

To gain further insights into the functions of differentially expressed genes, the functional enrichment analysis was carried out separately for the up- and down-regulated genes using the ToppFun and DAVID programs (Tables S3 and S4, respectively) [37], [38]. A summarized version of the predominantly altered signaling networks is represented in a graphical form (Fig. 4). Our analysis primarily categorized the genes with “Gene Ontology (GO)” terms (molecular function, biological process, and cellular component) as well as by other functional categories, such as “human phenotype,” “mouse phenotype,” “pathway,” “interaction,” “TFBS,” “coexpression,” “microRNA,” “domain,” “drug,” “gene family,” and “disease” (Tables S3 and S4). Under the GO: molecular function category, the up-regulated polyploidy genes consisted of major sub-categories that primarily include ATP binding, oxidoreductase activity, cofactor binding, electron carrier activity, extracellular matrix structural constituent, polysaccharide binding, vitamin binding, growth factor binding, transmembrane receptor protein kinase activity, FAD binding, and NAD/NADH binding, with the alteration of 127, 85, 40, 24, 20, 19, 17, 16, 15, 13, and 12 genes, respectively (Fig. 4 and Table S3). Whereas, that of down-regulated genes primarily revealed kinase activity, receptor binding, calcium ion binding, GTPase regulator activity, lipid binding, cytokine binding, growth factor binding, and interleukin receptor activity as major sub-categories with corresponding alterations of 80, 76, 76, 62, 55, 34, 21, and 11 genes (Fig. 4 and Table S4). 

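Genes of cholesterol synthesis, amino acid breakdown and fatty acid oxidation were higher in polyploid cells. Of 17 measured genes of cholesterol synthesis, 15 rose, 9 of them at least 2-fold, none fell and 2 did not pass the test (16 rose when adjusted over the list alone). Lss, which closes the sterol ring, rose from 6.02 ± 0.13 (SD, n = 3) in N to 7.37 ± 0.12 (SD, n = 3) in P, and Idi1 and Fdps, which build the isoprenoid chain, rose 2.54-fold and 2.44-fold. Of 17 genes that degrade branched-chain amino acids, 15 rose and 2 did not pass (15 adjusted over the list alone). Mccc1, of leucine breakdown, rose 4.05-fold and Aldh6a1, of valine breakdown, 3.10-fold. In mitochondrial fatty acid oxidation 16 of 18 genes rose and 2 fell (also 16 and 2 adjusted over the list alone). Acaa2, which carries out the last step of each cycle, rose 2.51-fold, and Cpt2, of the carnitine shuttle, 2.41-fold. The 2 that fell belong to the same shuttle. Slc25a20, the carnitine carrier, had a log2 fold change of -0.62 (adjusted p = 0.00644), and Cpt1a, its outer enzyme, one of -0.45 (adjusted p = 0.0213). The fall of Cpt1a did not pass the methods' test (adjusted p 0.0686), nor limma's when any array but P2 was left out (adjusted p up to 0.0689). All 3 lists passed the set test with camera's preset correlation, and all had an adjusted p = 0.19 with an estimated correlation. In the same arrays the mean log2 fold change was -2.87 over pan-leukocyte markers and 1.31 over matrix and fibroblast genes.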

For the GO: biological process category, up-regulated polyploidy genes primarily sub-categorized into cell cycle (105 genes), cellular component assembly (100 genes), oxidation and reduction (84 genes), carboxylic acid metabolic process (72 genes), lipid metabolic process (69 genes), cell adhesion (68 genes), steroid metabolic process (24 genes), ATP metabolic process (15 genes), and acetyl-CoA metabolic process (12 genes) (Fig. 4 and Table S3). It is interesting to note that consistent with the status of cycle regulation in polyploid decidual cells [4], the cell cycle sub-category appeared to reflect several other groups such as chromosome organization, mitotic cell cycle, cell division, nuclear division, DNA packaging, protein-DNA complex assembly, nucleosome organization, DNA replication, regulation of cell size, and chromosome segregation with corresponding alterations of 70, 66, 59, 51, 49, 43, 38, 30, 24, and 19 genes (Fig. 4 and Table S3). In contrast, the down-regulated polyploidy genes under the GO: biological process category primarily revealed that immune system process (254 genes), cell proliferation (141 genes), apoptosis (135 genes), regulation of cell migration (40 genes), and regulation of cell size (25 genes) are the major affected sub-categories (Fig. 4 and Table S4). 

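Genes of DNA replication rose almost throughout in polyploid cells, and some histone genes rose with them. Of 40 measured replication genes, 38 rose, 19 of them at least 2-fold, none fell and 2 did not pass the test (39 rose when adjusted over the list alone). Rrm2 and Rrm1, the subunits of ribonucleotide reductase that makes DNA precursors, rose 6.51-fold and 4.03-fold. Rrm2 was at 12.63 ± 0.07 (SD, n = 3) in P and 9.93 ± 0.72 (SD, n = 3) in N. Prim1, a subunit of the primase that starts new DNA strands, had a log2 fold change of 1.54 (standard error 0.14, adjusted p = 0.000127 from limma). Of 31 replication-dependent histone genes, 13 rose, 2 fell and 16 did not pass (14 and 2 adjusted over the list alone). H1f5, a linker histone, rose 2.84-fold and H2ac4, a core histone, 2.55-fold, whereas the linker histone H1f2 had a log2 fold change of -1.32 (adjusted p = 0.00414 from limma, 0.0602 by the methods' test). The replication list passed the set test with a preset correlation (camera, adjusted p = 1.15e-14), with an adjusted p = 0.211 with an estimated correlation. For the histones the set test gave an adjusted p = 0.00655, and an adjusted p = 0.297 with an estimated correlation. In the same arrays 13 neutrophil markers had a median log2 fold change of -3.16.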

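Markers of leukocytes and of blood vessel endothelium fell together in polyploid cells. All 14 measured pan-leukocyte markers were lower in P, each by at least 2-fold (14 of 14 also adjusted over the list alone). Ptprc, which encodes the leukocyte surface protein CD45, was at 11.23 ± 0.21 (SD, n = 3) in N and 7.72 ± 0.63 (SD, n = 3) in P. Spi1, a transcription factor of myeloid cells, was 11.1-fold lower. Of 23 monocyte and macrophage markers, 19 fell and 4 did not pass the test (20 fell when adjusted over the list alone). Mpeg1, a pore-forming protein of macrophages, had a log2 fold change of -4.17 (standard error 0.47, adjusted p = 0.000311 from limma) and Itgam, an integrin of myeloid cells, one of -4.12 (standard error 0.48, adjusted p = 0.000395). Of 13 neutrophil markers, 10 fell, 1 rose and 2 did not pass (11 and 1 adjusted over the list alone). S100a9, an abundant protein of neutrophils, was 33.5-fold lower and Mmp8, the neutrophil collagenase, 20.0-fold. Over the other settings the log2 fold change of Mmp8 lay between -4.62 and -3.48. The marker that rose, Elane, changed by 0.32 on the log2 scale and did not pass in 8 of 15 other settings. Of 22 endothelial markers, 21 fell and 1 did not pass (22 fell adjusted over the list alone), with Kdr, the main receptor of vascular growth factor, 5.29-fold lower. All 4 lists passed the set test with a preset correlation, and the highest of their values was an adjusted p = 0.241 with an estimated correlation. Markers of NK cells had a mean log2 value of 8.79 in pool P2, against 6.35 in P1 and 6.34 in P3 and 6.14 to 6.21 in N.

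**Figure D2:**
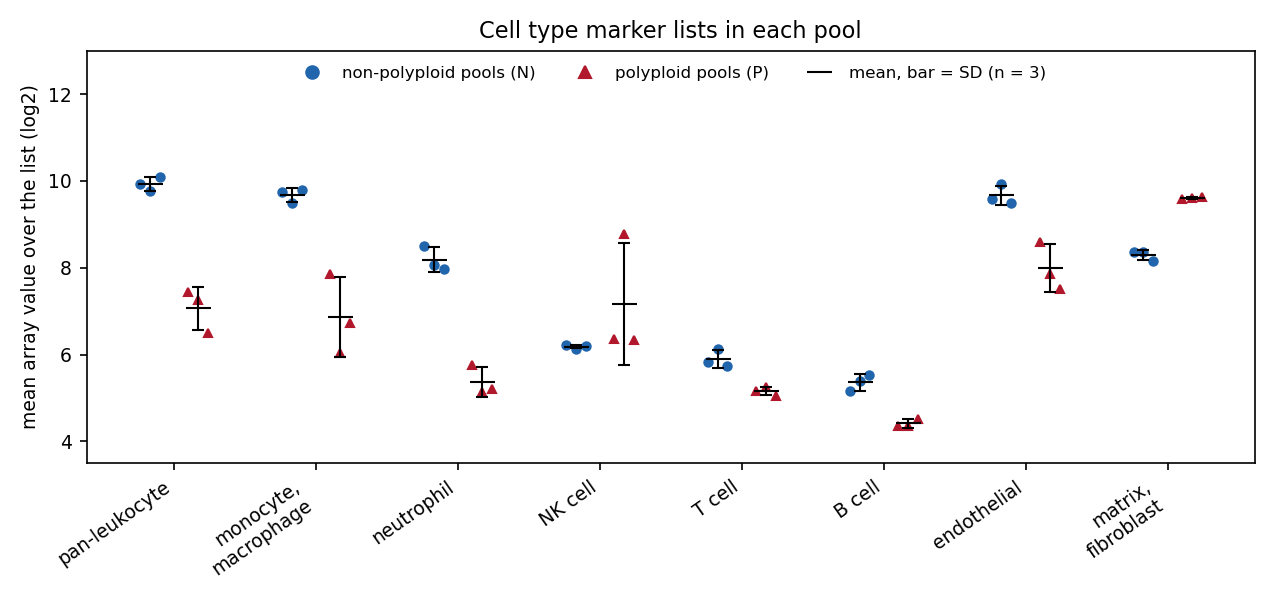
Mean array value (log2) over each list of cell type markers in the 3 non-polyploid pools (blue circles) and the 3 polyploid pools (red triangles), with the mean and SD of each group in black. The leukocyte and endothelial lists lie lower in every polyploid pool than in every non-polyploid pool, except for the NK cell list, which lies higher in all 3, at 8.79 in P2, and the matrix and fibroblast list lies higher in every polyploid pool.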

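Genes of the mitochondrial respiratory chain encoded in the nucleus rose together in polyploid cells. Of 35 measured genes listed under complex I, 31 rose, none fell and 4 did not pass the test (32 rose adjusted over the list alone). Ndufa4, which the paper assigns to complex I, had a log2 fold change of 1.45 (standard error 0.10, adjusted p = 5.48e-05 from limma). Ndufv1, the subunit that takes up NADH, had one of 1.17 (standard error 0.10, adjusted p = 0.000106). Among subunits of complexes II to IV and cytochrome c, 23 of 24 rose and 1 did not pass (24 adjusted over the list alone). Cyc1, cytochrome c1 of complex III, rose from 8.85 ± 0.08 (SD, n = 3) in N to 10.28 ± 0.10 (SD, n = 3) in P, and Sdha, of complex II, rose 2.12-fold. In ATP synthase, 14 of 15 genes rose and 1 did not pass (15 adjusted over the list alone), with Atp5g3, of the membrane ring, 2.81-fold higher and Atp5b, the catalytic subunit, 2.25-fold. The 3 lists passed camera's set test, complex I at an adjusted p of 7.64e-12, and each had an adjusted p = 0.19 with an estimated correlation. Endothelial markers, by contrast, had a median log2 fold change of -1.74 in these arrays.

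**Figure D3:**
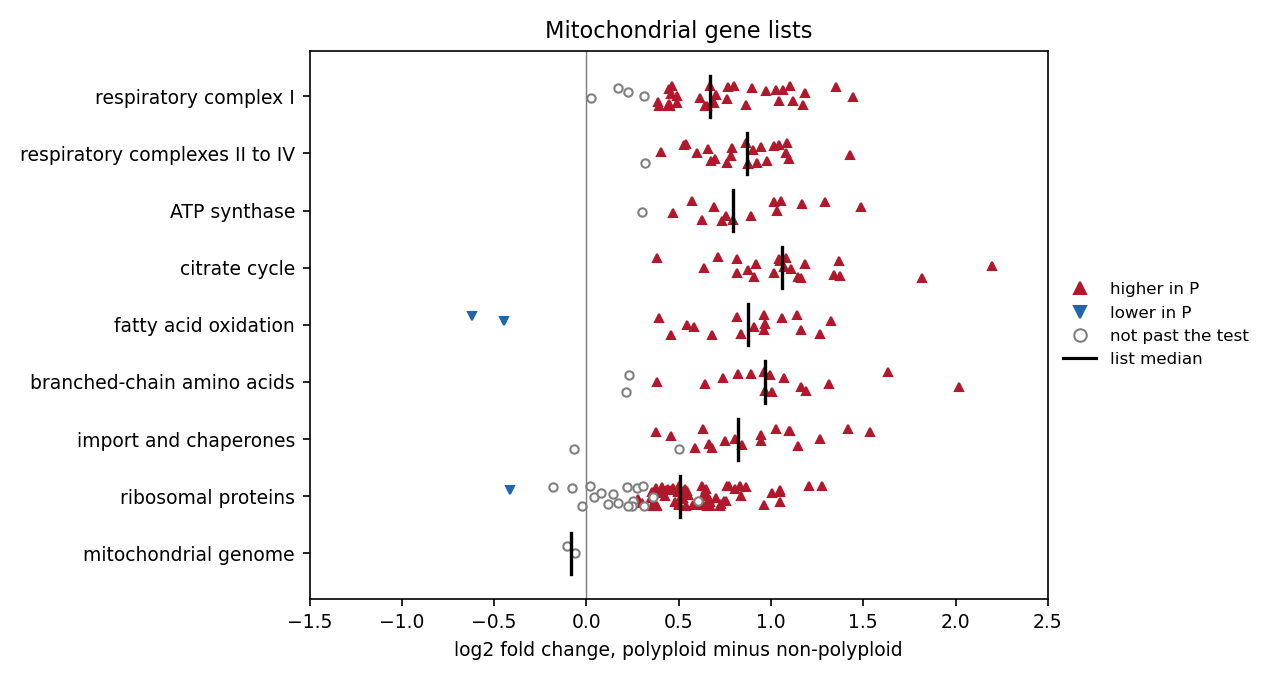
Log2 fold change (P minus N) of each measured member of 9 mitochondrial gene lists, with members that passed limma's test as red upward (higher in P) or blue downward (lower in P) triangles, the others as open circles, and list medians as black bars. Medians of the nuclear-encoded lists lie between 0.50 and 1.06, and both transcripts of the mitochondrial genome lie near 0.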

In the case of GO: cellular component, the up-regulated polyploidy genes primarily included mitochondrion (128 genes), extracellular region part (102 genes), chromosome (86 genes), nucleoplasm (68 genes), protein-DNA complex (40 genes), spindle (28 genes), and basement membrane (12 genes) (Fig. 4 and Table S3), while that of down-regulated genes predominantly comprised intrinsic to plasma membrane (173 genes), cytosol (109 genes), Golgi apparatus (78 genes) and extracellular region part (75 genes), lysosome (36 genes), and basement membrane (11 genes) as the major sub-categories (Fig. 4 and Table S4). Furthermore, among the rest of the categories, it is interesting to note that the “mouse phenotype” revealed two major sub-categories, reproductive system phenotype (110 genes) and embryonic lethality (109 genes), while the “human phenotype” category primarily implicated “metabolism abnormality” (103 genes) for the up-regulated polyploidy genes (Table S3). Additionally, the “pathway” category for up-regulated polyploidy genes primarily represented aurora B kinase signaling (17 genes), valine/leucine/isoleucine degradation (15 genes), FOXM1 transcription factor network (14 genes), pyruvate metabolism (13 genes), tryptophan metabolism (12 genes), and citrate cycle (TCA cycle) (12 genes) (Table S3). In contrast, the down-regulated polyploidy genes under the “pathway” category primarily revealed cytokine-cytokine receptor interaction (49 genes), MAPK signaling pathway (39 genes), and natural killer cell mediated cytotoxicity (33 genes) (Table S4). 

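Each of the 22 measured genes of the citrate cycle and pyruvate dehydrogenase rose in polyploid cells, 14 of them at least 2-fold (22 also adjusted over the list alone). Pcx, which makes oxaloacetate from pyruvate, rose from 6.75 ± 0.21 (SD, n = 3) in N to 8.95 ± 0.13 (SD, n = 3) in P. Idh3a, of the dehydrogenase that drives the cycle forward, rose 3.53-fold, and Dlat, of pyruvate dehydrogenase, 2.59-fold. Aco2, the mitochondrial aconitase, is read by a cluster that Table S1 names and had a log2 fold change of 1.44. This list passed the set test (camera, adjusted p = 1.18e-12), but with an adjusted p = 0.19 with an estimated correlation. The genes that Table S3 gives for pathways were chosen on these samples, so their counts are not independent evidence. For the aurora B kinase pathway 17 of 17 genes were higher by at least 2-fold, with Ncapd2, a condensin subunit that compacts chromosomes, at 3.09-fold and Kif2c, a microtubule-depolymerizing motor, at 2.66-fold. For tryptophan metabolism 11 of 11 measured genes were higher. Maob, a monoamine oxidase of the outer mitochondrial membrane, rose 9.36-fold, and Wars, which charges transfer RNA with tryptophan, 3.68-fold. Pyruvate metabolism showed 12 of 12 higher, among them Ldhd, a mitochondrial D-lactate dehydrogenase, with a log2 fold change of 1.59 (standard error 0.16, adjusted p = 0.000213 from limma). Genes of decidual and uterine stroma had a median log2 fold change of 1.66 in the same arrays.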

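Receptors for chemokines, interleukins and colony-stimulating factors fell in polyploid cells. Cxcr2, the chemokine receptor of neutrophils, was at 9.46 ± 0.23 (SD, n = 3) in N and 4.41 ± 0.60 (SD, n = 3) in P. Its mean in P lies below the medians of the control clusters (4.66 to 4.92), so the size of its fall depends on the lower end of the scale. Csf3r and Csf2rb, receptors of growth factors of granulocytes and macrophages, were 23.6-fold and 12.5-fold lower, and Il10ra, of the interleukin 10 receptor, fell by 3.76 on the log2 scale. Ccr5, a chemokine receptor of T cells and macrophages that is named through Table S1, had a log2 fold change of -2.47 (standard error 0.25, adjusted p = 0.00021 from limma). Of the cytokine-cytokine receptor genes of Table S4 with a cluster of their own, 46 of 46 were lower by at least 2-fold, but the study selected that list on these samples and it is not independent evidence. Markers of leukocytes fell with them, the neutrophil markers by 2.82 in the mean log2 fold change and the dendritic cell and MHC class II genes by 2.51. Of 16 NK cell markers fixed before, 4 rose, 1 fell and 11 did not pass the test (5 and 1 adjusted over the list alone), and the list did not pass the set test (camera, adjusted p = 0.248). The marker that fell, the activating receptor Klrk1, was 2.77-fold lower. Those that rose were the granzymes Gzmc, Gzmd, Gzme and Gzmf, serine proteases of cytotoxic cells, with log2 fold changes of 2.26 to 2.49. Pool P2 was highest, with Gzmd at 10.02 ± 1.46 in P and 7.76 ± 0.31 (SD, n = 3) in N, and without P2 the 4 genes still rose, by 1.38 to 1.58 on the log2 scale. None of the 4 passed the methods' test (adjusted p 0.151 to 0.176) or limma's without N2 or N3. In a second list of 16 NK cell genes, 0 rose and 3 fell, with a median log2 fold change of -0.19.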

Given an essential role for progesterone during decidualization, the “drug” category identified “progesterone” as a major sub-category for both up- and down-regulated polyploidy genes, with corresponding alterations of 165 and 114 genes (Tables S3 and S4, respectively). Additionally, growth regulatory molecules such as: estrogens (genistein, estradiol, bisphenol A, diethylstilbestrol, etc.), cancer growth regulating agents (doxorubicin, raloxifene, etc.), oxidants/antioxidants (hydrogen peroxide, resveratrol, paraquat, etc.), or anti-inflammatory agents (indomethacine, corticosterone, etc.) are all highlighted under the “drug category” for both up- or down-regulated polyploidy genes (Tables S3 and S4, respectively). Overall, the above analyses suggest that multiple molecular signaling networks (cell/nuclear division cycle, metabolic process, mitochondrial activity, and ATP binding for the up-regulated genes, and apoptosis and immune processes for the down-regulated genes) are affected during the transitional development of decidual cell polyploidy.

**Figure 4:**
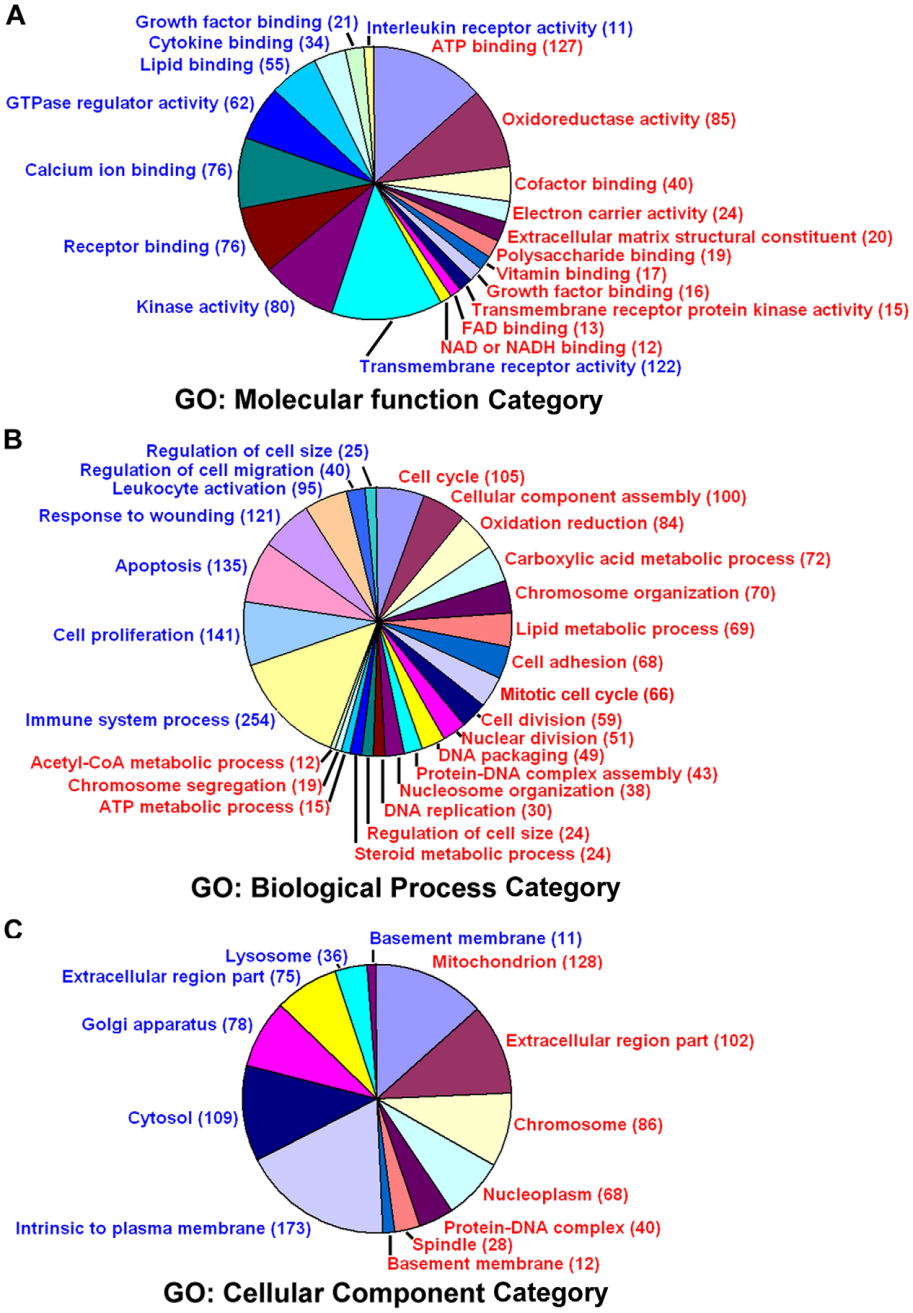
Functional categorization of differentially expressed polyploidy decidual genes. Based on ToppFun and DAVID analyses, the up- and down-regulated polyploidy genes were divided according to gene ontology (GO) terms: molecular function, biological processes, and cellular component categories. In each category, further classification of various sub-categories are represented in red, for the up-regulated genes and blue for the down-regulated genes. The numbers within the parentheses indicate the total number of genes modulated under this sub-category.

### Polyploid decidual cells exhibit enhanced mitochondrial activity

Because the above studies suggest that mitochondria might be important for the developmental control of polyploidy, we next wanted to define the mitochondrial gene networks and their functional relationships based on the above differentially altered 128 mitochondrial genes by utilizing the Ingenuity Pathway Analysis (IPA) [39]. As shown in Fig. S5, our analysis revealed that seven individual networks and an overlapping network were primarily represented by those mitochondrial genes. The particular genes involved in each network are also listed in Table 2. Overall, these networks primarily suggest that lipid metabolism, carbohydrate metabolism, cellular assembly and organization, genetic disorder, metabolic disease, small molecule biochemistry, and drug metabolism are potential mechanisms in relation to polyploidy development.

**Table 2:** Mitochondrial gene networks generated by IPA for genes that are specifically enriched in polyploidy cells.

ID	Molecules in Network	Score	Focus Molecules	Top Functions
1	*ACAT2, AIFM1, aldehyde dehydrogenase (NAD), ALDH, ALDH3A2, ALDH6A1, ALDH7A1, ALDH9A1, Ant, Beta Tubulin, Caspase, CCT7, CYC1, CYCS (includes EG:54205), CYP11A1, Cytochrome c, DLAT, FDX1, FSH, GOT2, HK2, Hsp70, HSPA9, Lh, NFkB (complex), PDHB, PEBP1, PPIF, PRDX2, PRDX3, SLC25A4, SLC25A13, TFRC, TOMM40, VDAC1*	53	25	Lipid Metabolism, Small Molecule Biochemistry, Cellular Assembly and Organization
2	*ACACA, ACAT1, adenosine-tetraphosphatase, ATP5B, ATP5D, ATP5G3, C1QBP, FASN, GJA1, H+-transporting two-sector ATPase, hCG, IDH1, IDH2, IDH3A, IDH3G, Insulin, Isocitrate dehydrogenase, MAOB, ME1, NADH dehydrogenase, NADH2 dehydrogenase, NADP Isocitrate Dehydrogenase, NDUFA4, NDUFA10 (includes EG:4705), NDUFAB1, NDUFB6, NDUFB9, NDUFS1, NDUFV1, Pkc(s), PP1 protein complex group, PP2A, PRKCA, SLC6A2, T3-TR-RXR*	47	23	Carbohydrate Metabolism, Small Molecule Biochemistry, Lipid Metabolism
3	*ACO2, ACSS3, AHSA1, GSTZ1 (includes EG:2954), HNF4A, KARS, MCCC1, MRPL18, MRPL51, MT-ND2, MT-ND3, MT-ND6, MT-ND4L, MTHFD1, NADH2 dehydrogenase (ubiquinone), NDUFA4, NDUFA7, NDUFA10 (includes EG:4705), NDUFAB1, NDUFB6, NDUFS1, NDUFS2, NDUFS3, NDUFS4, NDUFS5, NDUFS8, NDUFS6 (includes EG:4726), NDUFV1, PABPC4, PHB2, RPS6KA6, SQRDL (includes EG:58472), SUCLA2, USMG5, USP15*	39	20	Genetic Disorder, Metabolic Disease, Cardiovascular Disease
4	*ABAT, ACAT2, ACSL4, AMD1, APP, ATAD3A, AVPR1A, CRK, DBN1, EIF4ENIF1, FBLN5, FDPS, Fe2+, GANAB, GART, GLUL, HMG CoA synthase, HMGCS2, hydrogen peroxide, IDH2, LONP1, MMP10, MT-COI, MYC, NARS, PDGF BB, PITRM1, PRDX2, pregnenolone, PTRF, RSAD2, SARDH, SFXN1, TTF1, ZNRF1*	30	17	Drug Metabolism, Molecular Transport, Lipid Metabolism
5	*ACOT2, AMH, ATIC, beta-estradiol, CAPRIN2, CEBPB, Cg, CLPP, CYP11A1, CYP11B1, EGF, ETFB, FBLN1, FGF9, GARS, HSD11B1, IDH2, IDI1, IGFBP4, L-triiodothyronine, LHCGR, LIMK2, ME1, NR0B1, NR5A2, OXCT1, PCNA, PDK4, POLD2, POLD4, POLDIP2, pregnenolone, progesterone, SELENBP1, TUFM*	26	15	Small Molecule Biochemistry, Lipid Metabolism, Drug Metabolism
6	*8-oxo-7-hydrodeoxyguanosine, ABCB6, ABCC9, AK1, BID, CAT, CLYBL, COQ7, CPT2, CTSL1, CTSS, CYP11A1, ELN, EMILIN1, FBLN2, FBLN5, FCN1, Gelatinase, GLB1, HIBADH, HK2, HNF1A, HSPG2 (includes EG:3339), KCNJ11, KLF11, LDHB, LOXL1, MMP10, OGDHL, SERPINF1, SLC27A1, SLIT3, SUOX, TGFB1, TNF*	21	14	Tissue Development, Cardiovascular System Development and Function, Organismal Development
7	*ACAA2, acad, ACAD8, ACAD9, ACADM, ACADSB, acyl-CoA dehydrogenase, AIFM3, ALDH9A1, AP1M2, CTDSP1, CYBA, DHCR24, F7, GCDH, GPT2, HADH, IDH3B, IGFBP7, LMNB1, ME2, MIR124, MIR124-1 (includes EG:406907), NDOR1, oxidoreductase, OXNAD1, POR, RDH13, SLC2A4, STOM, SUCLG2, TEAD1, TSC22D4*	18	11	Genetic Disorder, Metabolic Disease, Small Molecule Biochemistry

We next validated the differential status of expression for the above mitochondrial genes by randomly selecting at least one from each of the different networks in Table 2. Consistent with our microarray results, the comparative RT-PCR analysis showed that the expression of *Me1, Eln, Ak1, Tmtc1, Acss3, Tfrc, Abat,* and *Limk2* mRNAs was indeed up-regulated in polyploid (P) samples as compared to non-polyploid (N) samples (Fig. 5A, B). 

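In the arrays all 8 genes were higher in polyploid cells, by 3.02-fold to 7.70-fold. Me1, the cytosolic malic enzyme that makes NADPH, rose most, from 6.05 ± 0.41 (SD, n = 3) in N to 8.99 ± 0.15 (SD, n = 3) in P. Acss3, which activates short-chain fatty acids, rose 7.60-fold, Abat, a transaminase of GABA breakdown, 6.59-fold and Ak1, an adenylate kinase, 6.34-fold. Tmtc1, a membrane protein of the endoplasmic reticulum, had a log2 fold change of 2.46 (standard error 0.15, adjusted p = 3.7e-05 from limma), Eln, which encodes elastin, one of 2.29 (standard error 0.15, adjusted p = 4.01e-05), and Tfrc, the receptor that takes up transferrin-bound iron, one of 1.70 (standard error 0.16, adjusted p = 0.000135). Limk2, a kinase of actin turnover, rose least. The 8 genes were chosen by the study on these samples and are not independent evidence of a direction.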

Further analysis of cell-specific expression of *Eln, Tmtc1, Ak1,* and *Me1* by *in situ* hybridization at the sites of implantation on days 5 and 7 (Fig. 5C) revealed that low accumulation of signals for *Tmtc1* and *Me1* mRNAs were noted around the site of implantation in the sub-luminal stroma on day 5. However, on this day, *Eln* and *Ak1* did not exhibit any signals in the decidualizing stroma, although marked accumulation of *Eln* mRNAs was detected in the circular muscle (Fig. 5C). In contrast, on day 7, with the development of polyploidy at the site of implantation, the signals for *Eln, Tmtc1,* and *Ak1* mRNAs were exhibited in a region-specific manner within the decidual bed (Fig. 5C). More specifically, distinct signals were exhibited primarily in the barrier region between the mesometrial and antimesometrial poles, although low accumulation was also noted in the SDZ (Fig. 5C). Additionally, signals in the circular muscle or in the sub-myometrial non-differentiated stroma for *Eln* or *Tmtc1*, respectively, were also revealed on day 7 (Fig. 5C). In the case of *Me1*, robust accumulation of signals was primarily noted in the barrier region between the SDZ and PDZ (Fig. 5C). Overall, these results suggest that mitochondrial genes are differentially expressed in a regional manner within the decidual bed.

**Figure 5:**
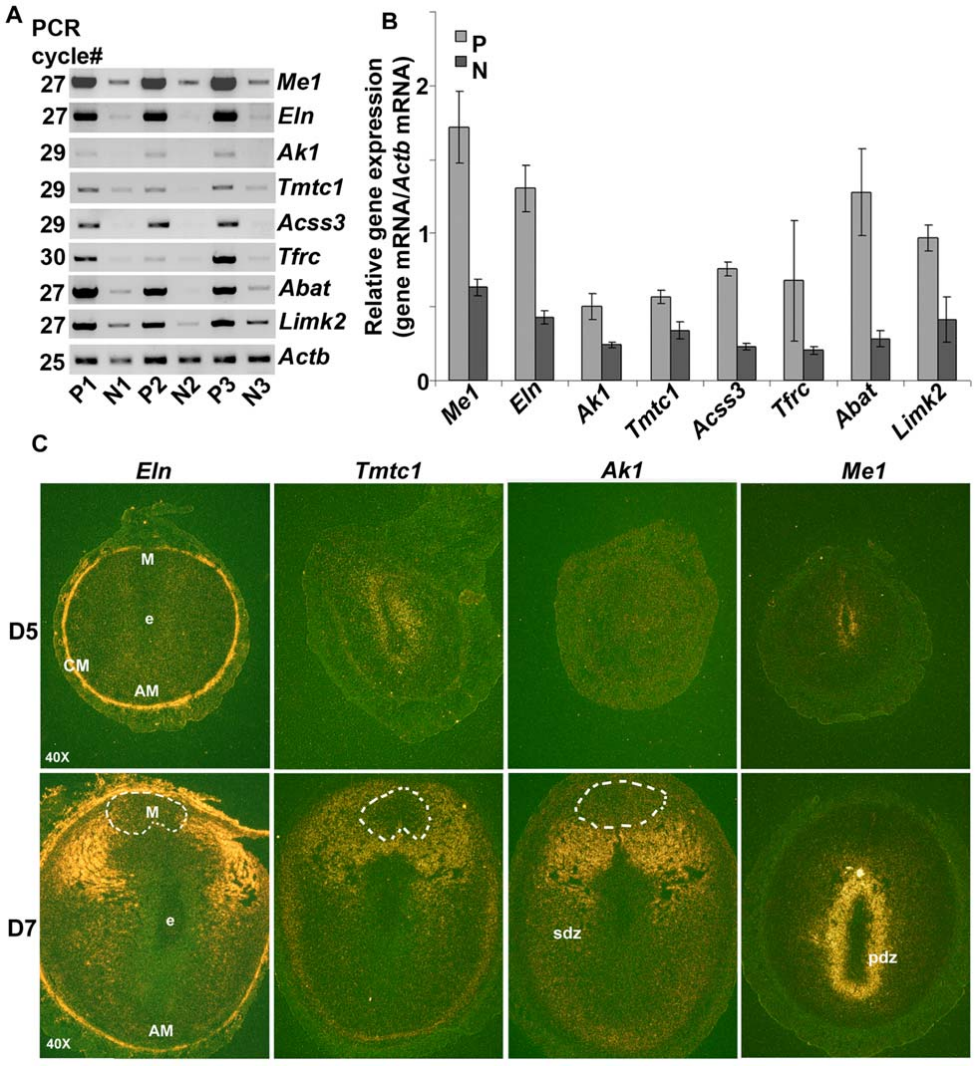
Analysis of expression for mitochondrial genes. (A) Comparative RT-PCR: Total RNA extracted from three independent samples of polyploid (P1, P2 and P3) and non-polyploid (N1, N2 and N3) populations was subjected to RT-PCR at indicated PCR cycle numbers to achieve linear amplification for genes of interest. Amplified DNA bands were visualized by ethidium bromide staining. (B) Quantitative analyses: Relative levels of gene expression for the corresponding changes in polyploid and non-polyploid samples are shown. The band intensities were measured by densitometric analyses, and relative levels of mRNAs for gene-specific expression were determined after correction with *Actb*. These experiments were repeated at least three times with similar results. (C) *In situ* hybridization: Expression of *Eln, Tmtc1, Ak1,* and *Me1* genes at the sites of embryo implantation on days 5 (D5) and 7 (D7) of pregnancy is shown. Frozen sections were hybridized and developed as described in Fig. 3A. Dark-field photomicrographs of representative uterine cross-sections hybridized with antisense probes are shown at 40X. Sections hybridized with corresponding sense probes did not show any positive signals (data not shown). M, mesometrial pole; AM, anti-mesometrial pole; e, embryo; pdz, primary decidual zone; sdz, secondary decidual zone; CM, circular muscle. These experiments were repeated at least three times with similar results.

We next wanted to examine the status of mitochondria in the polyploidy and non-polyploid samples, following staining with the mitochondria-specific fluorescent mitotracker Red CMXRos. Confocal microscopic analyses of the purified *in vivo* developed polyploid and non-polyploid cells revealed a dramatic upregulation of mitochondrial mass in both the bi-nuclear (11 fold) and mono-nuclear (8.5 fold) polyploid cells, as compared to non-polyploid cells (Fig. 6A, B). Our analyses of polyploidy for the mono-nuclear and bi-nuclear cells revealed a distribution of approximately 20% and 80%, respectively. Further analysis of ATP content in the above polyploidy and non-polyploid cells also revealed similar results with upregulation of ATP in polyploid cell populations (34 fold), as compared to non-polyploid cells (Fig. 6C). Furthermore, it is interesting to note that our analysis of mitochondria for *in vitro* developed decidual polyploid (bi-nuclear or mono-nuclear) cells also revealed above similar results, as compared to non-polyploid cells (Fig. S6). Overall, these results suggest that the mitochondrial activity plays a role in the development of decidual cell polyploidy.

**Figure 6:**
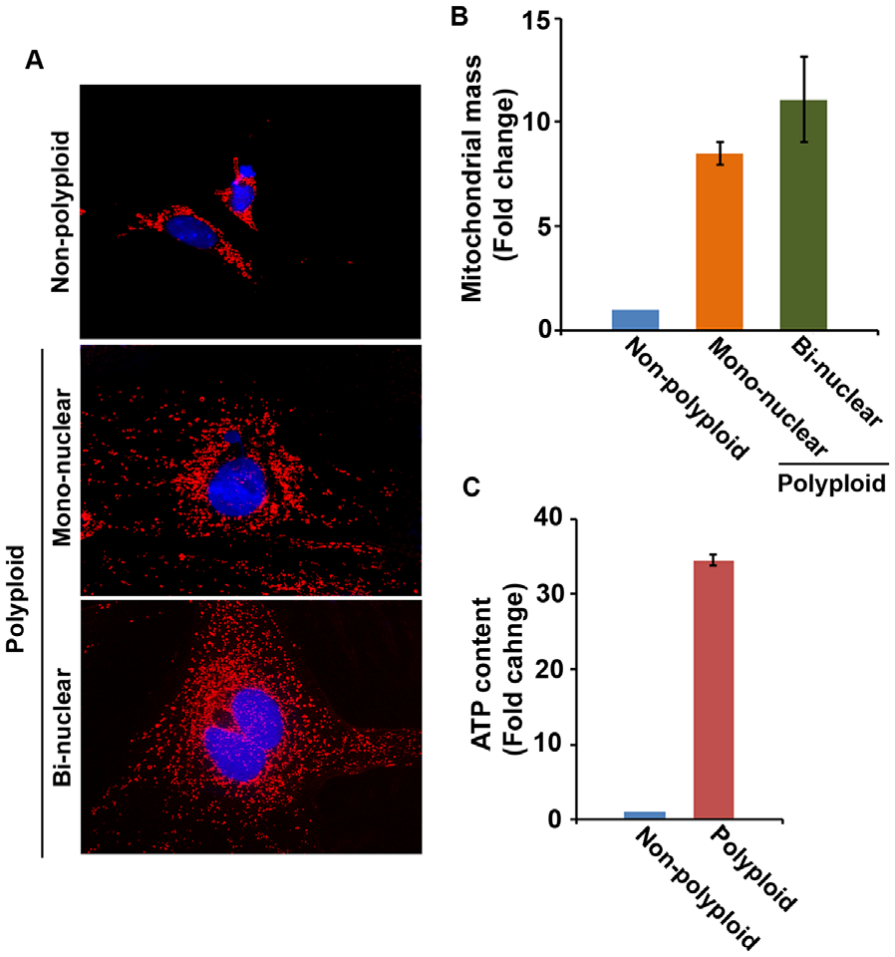
Analysis of mitochondria in relation to decidual cell polyploidy. (A) Mitochondrial mass analysis by confocal microscopy. Pure polyploid and non-polyploid decidual cells isolated from day 7 deciduomal tissues were analyzed by staining with Mitotracker *Red*, as described in Materials and Methods. (B) Quantitation of mitochondrial mass: The area of mitochondrial staining per cell was determined using the Image J program available at http://imagej.nih.gov/ij (NIH, USA). Results are expressed as fold change (mean ± SEM), as compared to non-polyploid cells (control). Data were analyzed after counting of at least 30 to 40 cells in each group from three independent experiments. (C) Analysis of ATP content: Pure polyploid and non-polyploid decidual cells were used to determine the endogenous levels of ATP, as described in the Materials and Methods. Results are expressed as fold change (mean ± SEM), as compared to non-polyploid cells (control) from three independent experiments.

### Mitochondrial perturbation causes attenuation of decidual cell polyploidy

We further wanted to examine whether mitochondria-mediated functional activities play roles in the development of polyploidy during stromal cell decidualization *in vitro*. We applied several inhibitors for the respiratory chain [rotenone (complex I), TTFA (complex II), antimycin (complex III) and KCN (complex IV)], oxidative phosphorylation (oligomycin), and for uncoupling the respiratory chain and phosphorylation system (CCCP). Based on initial studies, selected doses of the inhibitors which show no obvious effects on cell viability were added in the culture during stromal cell decidualization, as described in Materials and Methods. Consistent to our previous report [29], there was a significant level of induction for decidual cell polyploidy, following the onset of decidualization when compared to the control (without decidualization) (Fig. 7A, B, I). However, the application of all of the above inhibitors, with the exception for TTFA, was able to show dramatic inhibition of polyploidy development during decidualization (Fig. 7C-I). These results further suggest that mitochondrial respiratory chain complex II is appeared to be not rate limiting in the above event. Because bi-nucleation is also associated with polyploidy development during decidualization, we also quantitatively analyzed binuclear cell development. Our analysis revealed a similar above results (data not shown). Overall, these results suggest that pharmacological inhibition of selective mitochondrial activity results in cessation of decidual cell polyploidy development.

**Figure 7:**
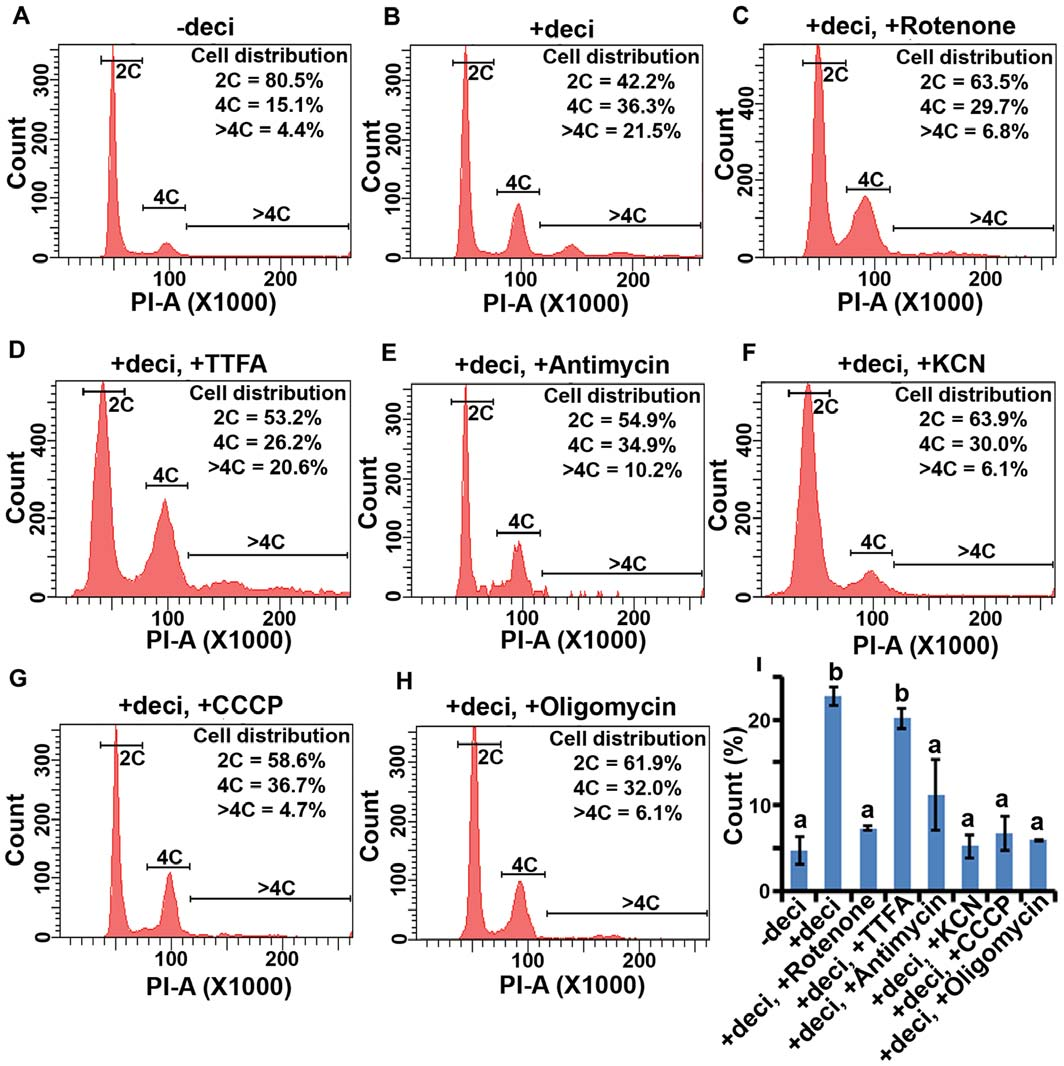
Effects of mitochondrial inhibitors on the development of polyploidy during *in vitro* decidualization. Day 4 uterine stromal cells in the culture were subjected to without (A) or with (B–H) stimulation for decidualization, as described in Materials and Methods. For the mitochondrial inhibitors study, at the time of decidual stimulation, cells were also treated without (B) or with different inhibitors: rotenone (0.2 µM) (C), TTFA (80 nM) (D), antimycin (2 µM) (E), KCN (500 µM) (F), CCCP (10 µM) (G) or oligomycin (12.5 nM) (H). Cells were collected after 5 days of decidualization and subjected to flow cytometric analysis for DNA quantitation. Quantitative analyses of cell distribution (%) based on the DNA content are shown as insets for each representative group. (I) Quantitative analysis of polyploid cell count (%) in presence or absence of mitochondrial inhibitors during decidualization. Results are expressed as mean ± SEM and representative of at least five independent experiments. The error bars represent standard errors. Values are statistically different (*P*<0.05, ANOVA followed by Newman-Keul's multiple range test) between a vs. b.

Furthermore, we also wanted to examine whether mitochondrial gene-specific perturbation affects polyploidy development during decidualization. We selected two gene-specific targets for the mitochondrial respiratory chain complex I (*Ndufa4*) and complex III (*Cyc1*). Suppression of these genes by two-independent siRNAs, we were able to demonstrate a significant and selective inhibition for each of the targets by at least 40–70% level of reduction (Fig. 8A, B). Interestingly, this inhibition for both the genes was consistent with the suppression of expression for the alkaline phosphatase (*Alpl*), a marker of stromal cell decidualization (Fig. 8A, B). The additional marker for the development of decidual cell polyploidy (cyclin D3) [29] was also similarly revealed like that of alkaline phosphatase (data not shown). Furthermore, the analysis of polyploidy development revealed that the above inhibition was able to cause significant abrogation of decidual cell polyploidy development (Fig. 8C-H). In addition, the analysis of binucleation also revealed a similar above results (data not shown). Overall, these results suggest that mitochondrial activity is critical for the development of decidual cell polyploidy. Moreover, mitochondrial-related genes (at least by Ndufa4 and Cyc1) are appeared to be positively correlated with the polyploidy-related gene at least by cyclin D3.

**Figure 8:**
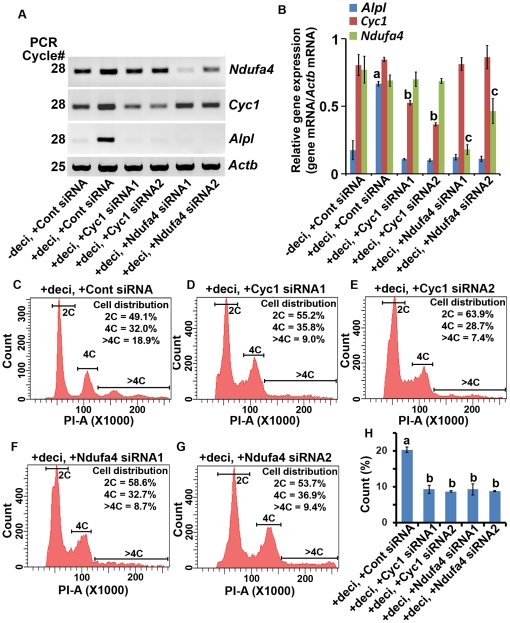
Effects of mitochondrial gene-specific inhibition on the development of polyploidy during *in vitro* decidualization. Day 4 uterine stromal cells in the culture were transfected with the control siRNA prior to without or with decidualization. In addition, two independent siRNAs for each of *Ndufa4* or *Cyc1* genes were also transfected in separate cultures prior to decidualization. Cells were collected after 5 days of decidualization. (A) RT-PCR analysis of expression for *Ndufa4*, *Cyc1* and *Alpl* (*alkaline phosphatase*). (B) Quantitative analyses of gene expression. The band intensities, as shown in the representative (A), were measured by densitometric analyses, and relative levels of mRNAs for gene-specific expression were determined after correction with *Actb*. These experiments were repeated at least three times with similar results. (C–G) Flow cytometric analysis. Quantitative analyses of cell distribution (%) based on the DNA content are shown as insets for each representative group. (H) Quantitative analysis of polyploid cell count (%) without or with inhibition of mitochondrial genes during decidualization. Results are expressed as mean ± SEM and representative of at least five independent experiments. The error bars represent standard errors. Values are statistically different (*P*<0.05, ANOVA followed by Newman-Keul's multiple range test) between a vs. b.

## Discussion

Uterine stromal cell decidualization begins with extensive stromal cell proliferation at the site of embryo implantation followed by its regional differentiation into specialized types of cells (decidual cells) with the acquisition of polyploidy. Recently, studies have shown that development of decidual cell polyploidy crucially directs appropriate control of uterine decidualization and early embryo implantation in mice [15], [44]. Utilizing the pure polyploid decidual cells as a model, we provide evidence to suggest that the “cell power house” mitochondria play a major role in decidual polyploidy development at the site of implantation, a novel mechanism which may be a common underlying cause of polyploidy development in other normal tissue biology. In addition, development of decidualization has been considered to be a pseudo-malignant growth and resembles various aspects of cancer, including its rapid development and growth, regulatory signaling, and the presence of polyploidy [4], [21], [45]. Despite these similarities, our studies suggest that decidual polyploid cells are highly enriched with mitochondrial activity, as opposed to the cancer cells, since according to Warburg's hypothesis, it has been defined that cancer cells lack mitochondrial activity for their survival [46].

### *In vivo* isolated polyploid decidual cells exhibit dramatic alteration of gene expression

The BSA density-gradient cell sedimentation technique has been successfully applied to isolate various mammalian cells [36], [47], [48]. The application of this technique also allowed us to obtain highly pure polyploid and non-polyploid decidual cell populations from the decidual bed. 

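Markers of decidual stroma and matrix genes were mostly higher in polyploid cells. Of 25 measured decidual and uterine stromal genes, 18 rose, 17 of them at least 2-fold, 2 fell and 5 did not pass the test (18 and 3 adjusted over the list alone). Bmp2, a growth factor needed for decidualization, rose from 7.07 ± 1.02 (SD, n = 3) in N to 10.55 ± 0.18 (SD, n = 3) in P. Dio3, which inactivates thyroid hormone, rose 8.05-fold, Des, which encodes the filament protein desmin, 6.21-fold, and Hoxa11 and Hoxa10, homeobox genes of uterine stroma, 5.23-fold and 3.78-fold. Cebpb, a transcription factor of decidualization, was 2.97-fold lower. Ccnd3, which encodes cyclin D3, had a log2 fold change of 0.23 (standard error 0.11, adjusted p = 0.164 from limma). Of 26 matrix and fibroblast genes, 22 rose, 18 of them at least 2-fold, and 2 fell (23 and 2 adjusted over the list alone). Lum, a proteoglycan of collagen fibrils, rose 5.17-fold, whereas Vim, the intermediate filament vimentin of mesenchymal cells and leukocytes, had a log2 fold change of -0.56 (standard error 0.10, adjusted p = 0.00386). The stromal list passed the set test (camera, adjusted p = 1.44e-07), with an adjusted p = 0.212 with an estimated correlation. Over the monocyte and macrophage markers the median log2 fold change in these arrays was -2.67.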

Subsequent use of these two cell populations for gene expression profiling revealed that they do possess distinct molecular signatures, suggesting that they are indeed not only morphologically, but also molecularly different. Gene expression profiling between the decidual polyploid and non-polyploid populations revealed a large list of genes (a total of 2222 genes) that undergo differential expression, suggesting a dramatic modulation of gene expression is needed during the transition from the non-polyploid to polyploid state, with a distinct morphological and functional shift within the decidual bed. In contrast, a recent microarray study demonstrated alterations of only a few genes in the hepatocytes with the change in ploidy levels [49], although both the hepatocytes and decidual polyploid cells exist with bi-nucleation. Uterine decidual polyploid cells are known to be short-lived and are typically terminally differentiated [11], while the polyploid hepatocytes are considered to be stable and less differentiated [1]. Thus, the alteration of a large number of genes in polyploid decidual may account for their short half-life.

### Numerous cell cycle regulatory molecules are specifically altered with decidual cell polyploidy

It has been well documented that cell cycle activity is an intrinsic part of the control of stromal cell decidualization [4], [11], [21], [29], [30]. Consistent with this suggestion, our study revealed a large list of altered genes (105 up-regulated genes and 11 down-regulated genes) that are related to the cell cycle in polyploid decidual cells (Fig. 4, Tables S3 and S4). Furthermore, it has been shown that the prerequisite transition from the mitotic cell cycle to the endocycle for decidual polyploidy development depends on the arrest prior to mitosis [11]. 

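Genes of mitosis and cytokinesis were higher in polyploid cells almost without exception. Of 57 measured genes, 54 rose, 45 of them at least 2-fold, none fell and 3 did not pass the test (54 also adjusted over the list alone). Top2a, which untangles chromosomes before they part, was at 9.07 ± 0.37 (SD, n = 3) in P and 6.90 ± 0.18 (SD, n = 3) in N, a rise of 4.49-fold. Kif11, the motor that pushes spindle poles apart, rose 3.67-fold and Sgo1, which protects cohesion at centromeres, 3.63-fold. Cdk1, the kinase that drives entry into mitosis, had a log2 fold change of 1.57 (standard error 0.13, adjusted p = 0.000104 from limma) and Plk1, a kinase of spindle assembly, one of 1.57 (standard error 0.17, adjusted p = 3e-04). The list passed the set test with a preset correlation (camera, adjusted p = 1.7e-20), and its adjusted p = 0.19 with an estimated correlation. Pan-leukocyte markers had a median log2 fold change of -3.00 in these arrays.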

Interestingly, the present study revealed that polyploid decidual cells exhibit alterations of a significant number of genes (66 up-regulated genes and 6 down-regulated genes) that are specifically involved in the mitotic phase (Fig. 4, Tables S3 and S4). Furthermore, it is worth mentioning that *p57* (Fig. 2) and *Chk1* (Table S3) were up-regulated in polyploid decidual cells. 

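Chek1, the checkpoint kinase activated by stalled replication, was at 7.21 ± 0.33 (SD, n = 3) in P and 5.59 ± 0.25 (SD, n = 3) in N, a rise of 3.07-fold. It belongs to a list of 19 measured genes of the DNA damage response, of which 14 rose, 2 fell and 3 did not pass the test (16 and 2 adjusted over the list alone). H2ax, the histone variant marked at DNA breaks, rose 3.04-fold. Genes that fell were Gadd45a and Gadd45b, both stress-induced growth arrest genes, with log2 fold changes of -1.52 (adjusted p = 0.0135 from limma) and -1.98 (adjusted p = 0.0107). Neither passed the methods' test, where the adjusted p was 0.113 and 0.103, and that test called 8 of the 19 genes higher. As a whole the list passed camera's set test (adjusted p = 8.34e-05), with an adjusted p = 0.19 with an estimated correlation. In the same arrays immediate-early stress genes had a median log2 fold change of -1.05 and endothelial markers a mean of -1.68.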

*P57*, a growth arrest gene inhibits cdk1, has been shown to be associated with polyploidy development in trophoblast giant cells [50]. Furthermore, it has been shown that development of polyploidy involves DNA damage signals, primarily to trigger cell cycle arrest in the mitotic phase, through activation of the ATM/ATR-Chk1/Chk2 signal [51]. It is also interesting to note that *Ddb1* (damage specific DNA binding protein 1) is specifically expressed at the site of implantation, consistent with polyploidy distribution in the decidual bed (Fig. 3). In addition, our study revealed upregulation of 51 genes in polyploid cells, which are related to nuclear division (Table S2). Among the list of genes, several proteins such as Mad2L1, Mad2L2, Bub1, Bub1B, AurkA, and AurkB are known to play key roles in the spindle assembly checkpoint and maintenance of chromosomal stability [52]. 

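These genes of the spindle checkpoint were all higher in polyploid cells, by 2.54-fold to 2.92-fold for the 5 that are given here. Bub1 and Bub1b, kinases that sense unattached chromosomes, had log2 fold changes of 1.54 (standard error 0.13, adjusted p = 9.93e-05 from limma) and 1.46 (standard error 0.13, adjusted p = 0.000117). Mad2l1, which holds back the anaphase-promoting complex, was at 8.78 ± 0.26 (SD, n = 3) in P and 7.43 ± 0.17 (SD, n = 3) in N. Mad2l2, a related protein of DNA repair, rose from 6.49 ± 0.10 to 7.85 ± 0.24, and Aurka, the kinase of spindle poles, had a log2 fold change of 1.48 (standard error 0.16, adjusted p = 0.00029 from limma). The paper names these genes from its own array result, so they are not independent evidence.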

Our analysis also revealed a list of genes that are specifically related to bi-nuclear polyploid cells (Table 1). In this regard, Tdo2 and Nsbp1 are detected in the decidual bed with bi-nuclear polyploid cells (Fig. 3). Mini-chromosome maintenance protein complex (Mcm2–7) functions as eukaryotic helicase in DNA replication [53]. Because polyploid cells involve continuous DNA synthesis, it is expected that the DNA replication complex may be repeatedly used. 

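The 5 subunits of the replicative helicase that the paper names rose to similar degrees in polyploid cells, and Mcm6 is not given here. Mcm7 was highest in fold change, from 7.07 ± 0.21 (SD, n = 3) in N to 8.46 ± 0.20 (SD, n = 3) in P. Mcm2 had a log2 fold change of 1.27 (standard error 0.12, adjusted p = 0.000177 from limma), Mcm3 one of 1.24 (standard error 0.12, adjusted p = 0.000165), Mcm5 one of 1.21 (standard error 0.12, adjusted p = 0.000216) and Mcm4 one of 1.19 (standard error 0.11, adjusted p = 0.000128). The 5 log2 fold changes lay between 1.19 and 1.39, close together for standard errors of 0.11 to 0.15. These genes are the paper's choice on these samples, and all belong to the list of replication genes fixed before.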

Consistently, several Mcm proteins (Mcm2, Mcm3, Mcm4, Mcm5, and Mcm7) are up-regulated in polyploid decidual cells (Table S3). FoxM1 transcription factor plays a critical role in cell proliferation, differentiation, and transformation [54]. 

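Foxm1, a transcription factor of mitotic genes, was at 6.88 ± 0.32 (SD, n = 3) in polyploid and 5.81 ± 0.30 (SD, n = 3) in non-polyploid cells. This is a log2 fold change of 1.07 (standard error 0.20, adjusted p = 0.0037 from limma), or 2.10-fold. By the methods' test its adjusted p was 0.052, and it was under 2-fold without N3 (log2 fold change 0.91) or without P2 (0.94). Genes that Table S3 lists under the FOXM1 network rose as well. Cks1b, a cofactor of cyclin-dependent kinases, rose 3.09-fold, Ccna2, which encodes cyclin A2, 2.80-fold, and Nek2, a centrosomal kinase, 2.65-fold. Birc5, the survivin subunit of the chromosomal passenger complex, rose 2.32-fold, and Myc, a transcription factor of growth, 2.35-fold. In that list 13 of 13 genes with a cluster of their own were higher by at least 2-fold, but it was drawn from these samples and is not independent evidence.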

Although, FoxM1 was not directly altered in polyploid cells, FoxM1 signaling networks, consisting of 14 genes (see Table S3), were specifically up-regulated with polyploidy, suggesting a potential of this signaling in relation to polyploidy.

### Decidual polyploid cells exhibit lack of apoptosis and immune suppression properties

The decidua is thought to provide immune protection to the embryo from immunological responses of the mother and to regulate trophoblast invasion. Previously, it has been reported that immune responsive genes were suppressed in the uterine decidual bed at the site of the implanting embryo, suggesting the process of implantation is immunologically privileged during early pregnancy, and immune suppression may be necessary in regulating the uterine environment during the progression of embryo implantation [55]. 

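Genes of antigen presentation and of lymphocytes were lower in polyploid cells. All 12 measured dendritic cell and MHC class II genes fell, 10 of them at least 2-fold (12 also adjusted over the list alone). Cd74, the invariant chain that guides MHC class II molecules, was at 11.26 ± 0.02 (SD, n = 3) in N and 6.50 ± 1.04 (SD, n = 3) in P, and H2-Aa, an MHC class II chain, was 18.9-fold lower. Of 12 T cell markers, 9 fell, none rose and 3 did not pass the test (10 fell adjusted over the list alone). Cd2, an adhesion receptor of T and NK cells, was 2.88-fold lower, and Lat, a signaling adaptor of T cells, had a log2 fold change of -1.06 (standard error 0.11, adjusted p = 0.000231 from limma). The methods' test called 4 of these T cell markers lower, and so did limma without N2. All 7 B cell markers fell (7 also adjusted over the list alone), most by less than 2-fold, and Ms4a1, which encodes CD20, was 4.87-fold lower. Over the other settings the log2 fold change of Ms4a1 lay between -2.45 and -1.28. The B cell markers were dim, with list means of 5.16 to 5.54 in the N arrays and 4.35 to 4.52 in the P arrays, beside medians of the control clusters of 4.99 to 5.22 and 4.66 to 4.92. Each of the 3 lists passed camera's preset set test, the highest at an adjusted p of 0.000169, whereas the lowest had an adjusted p = 0.19 with an estimated correlation.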

Consistent with this finding, our study also observed that a large number of immune-regulated genes (254 genes) are specifically down-regulated in polyploid decidual cells as compared to non-polyploid cells. Previously, it has been shown that uterine decidual polyploid cells specifically lack apoptosis [56]. In this regard, we found that genes related to apoptosis (135 genes) are also specifically suppressed in polyploid decidual cells as compared to non-polyploid cells (Fig. 4).

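Both death-promoting and survival genes were among those that fell in polyploid cells. Of 24 measured pro-apoptotic genes, 9 fell, 5 of them at least 2-fold, 3 rose and 12 did not pass the test (10 and 3 adjusted over the list alone). Bcl2l11, which encodes the death-promoting protein Bim, was at 9.02 ± 0.40 (SD, n = 3) in N and 6.48 ± 0.40 (SD, n = 3) in P. Tnfsf10, the death ligand TRAIL, was 5.32-fold lower and Fas, a death receptor, 3.57-fold lower. Aifm1, a mitochondrial protein that can promote death and is needed for respiratory complex I, rose 2.58-fold, and Diablo, which relieves the block on caspases, 1.49-fold. Of 8 measured anti-apoptotic genes, 5 fell, 2 rose and 1 did not pass (5 and 2 adjusted over the list alone). Birc3, an inhibitor of apoptosis, had a log2 fold change of -2.44 (standard error 0.20, adjusted p = 8.42e-05 from limma), and Cflar, which blocks caspase 8, one of -1.44 (standard error 0.17, adjusted p = 0.000403). Mcl1, a survival protein of mitochondria, was 2.83-fold lower. Bcl2l1, which encodes the survival protein Bcl-xL, rose 1.55-fold. The pro-apoptotic list passed the set test (camera, adjusted p = 0.0103), with an adjusted p = 0.241 with an estimated correlation, and the anti-apoptotic list did not (adjusted p = 0.0729), though it passed after quantile normalization (adjusted p = 0.0432), without P2 (adjusted p = 0.0462) and by fry, which tests a list by itself (adjusted p = 0.00199). Monocyte and macrophage markers had a mean log2 fold change of -2.81 in these arrays.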

### Increased mitochondrial activity determines the development of decidual cell polyploidy

Mitochondria are multitasking organelles involved in ATP synthesis, reactive oxygen species (ROS) production, calcium signaling, and apoptosis. Mitochondrial dysfunction has been shown to be linked with various physiological abnormalities, in particular with ageing and male infertility [57], [58]. However, the mitochondrial role in female reproduction, specifically with uterine decidualization, remains largely unknown. Here, we suggest that hyper-activation of mitochondria is positively linked with polyploidy development. Consistently, a large number of mitochondrial genes exhibited upregulation in polyploid decidual cells (Fig. 4, Table S3). Among these, several candidate genes were indeed specifically verified in polyploid decidual cells (Fig. 5A,B). Additionally, several mitochondrial genes appeared to be either not changed [Nd1, Nd2, Nd3, Nd4l, Cytb, Atp6, Cox1 and 2 (cytochrome C oxidase subunit 1 and 2)] or downregulated (Cmpk2 and Ucp2) in polyploid cells, suggesting that polyploidy-related increase in gene expression are not simply due to the increase in mitochondrial mass (Fig. 6A,B). Moreover, several mitochondrial genes (Eln, Tmtc1, Ak1, and Me1) revealed that they are specifically up-regulated cell-specifically at the site of implantation, consistent with polyploidy in the decidual bed (Fig. 5C). Furthermore, it should be noted that the glycolysis pathway was probably not utilized in the polyploid cells, since glycolysis-promoting enzyme *Pfkfb3* was specifically down-regulated by 4 fold in polyploid cells (Table S1). This enzyme generates fructose-2,6-bisphosphate, the most potent activator of Pfk1, a master regulator of glycolysis [59]. 

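Genes for importing, folding and making mitochondrial proteins were mostly higher in polyploid cells. Of 20 measured import and chaperone genes, 18 rose, none fell and 2 did not pass the test (19 rose adjusted over the list alone). Hspa9, the main chaperone of the mitochondrial matrix, was at 10.72 ± 0.13 (SD, n = 3) in P and 9.18 ± 0.15 (SD, n = 3) in N, and Clpp, a matrix protease, rose 2.67-fold. Of 77 mitochondrial ribosomal proteins, 58 rose, 6 of them at least 2-fold, 1 fell and 18 did not pass (64 and 1 adjusted over the list alone). Mrpl50 rose 2.31-fold. The gene that fell, Mrpl33, had a log2 fold change of -0.42 (adjusted p = 0.0237 from limma), with an adjusted p of up to 0.0807 when single arrays were left out. In biogenesis and DNA maintenance 8 of 14 genes rose, 1 fell and 5 did not pass (8 and 1 adjusted over the list alone). Ppargc1b, a coactivator of mitochondrial biogenesis, had a log2 fold change of 1.29 (standard error 0.16, adjusted p = 0.000465), Twnk, the mitochondrial DNA helicase, one of 1.20 (standard error 0.10, adjusted p = 9.88e-05), and Tfb1m, which modifies mitochondrial ribosomal RNA, rose 2.35-fold. Polg2, a subunit of the mitochondrial DNA polymerase, fell by 0.75, and its adjusted p was 0.172 by the methods' test. The biogenesis list passed camera's set test at an adjusted p of 0.00513, with an adjusted p = 0.212 with an estimated correlation. The set tests of the import and ribosomal lists were likewise passed, and both had an adjusted p = 0.19 with an estimated correlation. In these arrays the median log2 fold change of matrix and fibroblast genes was 1.53.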

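Respiratory genes of the nucleus rose in polyploid cells while the measured transcripts of the mitochondrial genome did not pass the test. Cytochrome c oxidase subunit 2 (COX2), encoded in mitochondrial DNA, was at 12.94 ± 0.09 (SD, n = 3) in P and 13.04 ± 0.09 (SD, n = 3) in N. ND3, a complex I subunit encoded there, had a log2 fold change of -0.06 (standard error 0.11, adjusted p = 0.713 from limma), and COX2 one of -0.10 (standard error 0.10, adjusted p = 0.491). After quantile normalization COX2 was lower, by -0.34 with an adjusted p of 0.0391, and its adjusted p over all settings ranged up to 0.794. The other mitochondrial transcripts that the paper lists have no cluster of their own here. The mean of the 2 measured ones lay at 12.32 to 12.55 in the 6 arrays, where the highest values were 14.15 to 14.51. Whether a change would show in full so near the top of the scale was not tested. The array values also do not give amounts per cell. Cmpk2, a mitochondrial nucleotide kinase induced by interferon, was 5.59-fold lower in P, and Ucp2, an uncoupling protein of the inner membrane that is named through Table S1, 3.50-fold lower. Pan-leukocyte markers had a median log2 fold change of -3.00 in the same arrays, and decidual and uterine stromal genes one of 1.66. Of 74 nuclear respiratory genes, 68 rose and none fell. Their mean log2 value minus that of the 2 mitochondrial transcripts was -3.20 ± 0.02 (SD, n = 3) in P and -4.07 ± 0.18 (SD, n = 3) in N, higher in all 3 polyploid pools (exact permutation test, two-sided, p = 0.1, the smallest that 3 pools against 3 allow). From genes that were unchanged or lower beside many that rose, the paper proposes that more mitochondrial mass does not alone explain the higher gene expression. It also proposes a positive link between mitochondrial hyper-activation and polyploidy. For that link it has further evidence from mitochondrial staining, ATP content, inhibitors and siRNA, which was not analysed here.

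**Figure D4:**
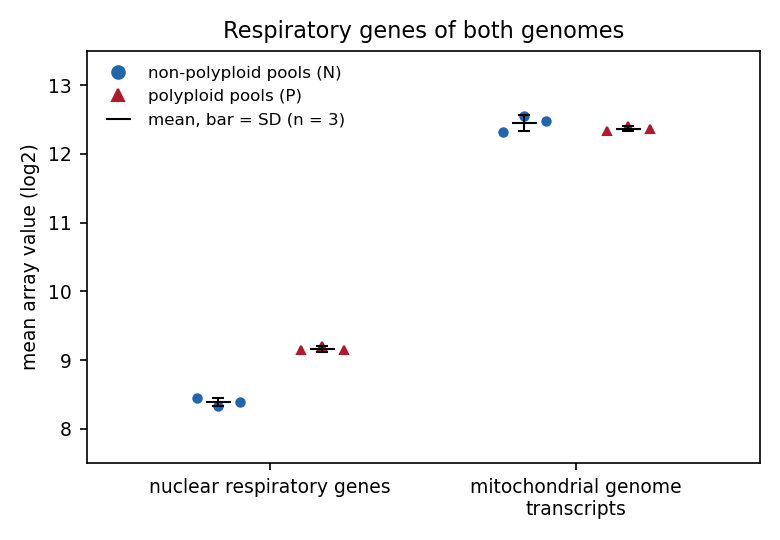
Mean array value (log2) over 74 nuclear respiratory genes and over 2 mitochondrial genome transcripts (COX2 and ND3) in the 3 non-polyploid pools (blue circles) and the 3 polyploid pools (red triangles), with mean and SD in black. Every polyploid pool lies above every non-polyploid pool for the nuclear genes, and the pools overlap for the mitochondrial transcripts.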

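Pfkfb3, the enzyme that makes an activator of phosphofructokinase, was at 8.70 ± 0.17 (SD, n = 3) in non-polyploid and 6.43 ± 0.45 (SD, n = 3) in polyploid cells, 4.81-fold lower. Across the glycolysis list fixed before, 11 of 20 measured genes rose, 4 fell and 5 did not pass the test (12 and 5 adjusted over the list alone). Hk2, the hexokinase that binds mitochondria and starts glycolysis, rose from 8.42 ± 0.36 to 10.65 ± 0.08, 4.72-fold, and Ldhb, which favors the conversion of lactate to pyruvate, rose 2.64-fold. Slc16a3, the transporter that exports lactate, was 5.95-fold lower, and Hk3, a hexokinase abundant in myeloid cells, 3.23-fold lower. The list passed the set test upward with the preset correlation (camera, adjusted p = 0.0316), but with an adjusted p = 0.4 with an estimated correlation. That call also ended in 5 other settings, among them leaving out P1 or P2, where the adjusted p was 0.0599 and 0.0589, and quantile normalization, where it was 0.15. Log2 fold changes of pan-leukocyte markers lay between -3.64 and -1.45 in these arrays.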

The development of polyploidy has been reported to occur during the increase in oxidative stress and reactive oxygen species (ROS) production [60], [61], [62], [63]. Nox4, an enzyme necessary for ROS production, has also been shown to be associated with polyploidy development [64]. Our analysis revealed that *Nox4* is indeed up-regulated in polyploid cells and expressed in the decidual bed consistent with polyploidy (Figs. 2 and 3). 

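NADPH oxidase subunits of phagocytes moved the other way from Nox4, whose array values are given with Fig. 2. Ncf4, which binds the assembled oxidase at phagosomes, was at 9.63 ± 0.11 (SD, n = 3) in N and 6.42 ± 0.52 (SD, n = 3) in P, and Ncf1, the organizing subunit of that complex, was 8.34-fold lower. Ncf2, the activating subunit, is read by 2 clusters that Table S1 names, with log2 fold changes of -1.29 and -1.88. Of 20 measured NADPH oxidase and antioxidant genes, 6 rose, 6 fell and 8 did not pass the test (7 and 6 adjusted over the list alone). The set test found no shift of this list in either direction (camera, adjusted p = 0.985), with a median log2 fold change of -0.03 and a mean of -0.29 although the direction of the test was upward. The mean over pan-leukocyte markers lay between 9.78 and 10.10 in non-polyploid pools and between 6.51 and 7.43 in polyploid pools.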

Most interestingly, pharmacological (Fig. 7) and genetic (Fig. 8) perturbation of mitochondrial activity caused dramatic attenuation of polyploidization, suggesting that mitochondrial events are intimately associated with polyploidy.

### Regional expression of polyploidy-related genes appeared to be developmentally controlled

Previously, it was shown that regional uterine decidualization is predominantly developmentally controlled. For example, Hoxa-10, a developmentally regulated homeobox transcription factor, is highly expressed in decidualizing stromal cells, and targeted deletion of *Hoxa-10* in mice shows severe decidualization defects with aberration of regional expression of different decidualization marker genes [19]. In the present study, we report a differential expression with regional distribution for several polyploidy related genes in the decidual bed at the site of implantation. This may suggest that many of the polyploidy-related genes could be developmentally controlled. In this regard, it is interesting to mention that polyploidy related gene (Nsbp1) is aberrantly expressed in the decidual bed with defective decidualization in *Hoxa-10* null mice (Ma X and Das SK, unpublished observation). Collectively, a host of polyploidy-related regionally-expressed genes may be necessary to induce multiple molecular/signaling pathways for propagating a normal decidual development during the early post-implantation period.

### Polyploid-related genes may determine the female fertility

The identification of global gene expression profiles specifically for decidual polyploid cells should provide novel insight into the cellular and molecular mechanisms underlying developmental aspects of polyploidy during stromal cell decidualization. Here we provide further evidence to suggest that mitochondrial activity is essential to the development of decidual cell polyploidy. Because the development of decidual cell polyploidy appears to be crucial for successful implantation, our study may also suggest that any mitochondrial dysfunction such as with aging could result in defective decidual cell polyploidy in early pregnancy leading to infertility.

## Supporting Information

Figure S1 **Analysis of cyclin D3 expression in the isolated polyploid and non-polyploid cell populations.** Cells were subjected to cytospin on the slides and then analyzed by immunostaining with cyclin D3. Cells incubated with non-immune serum (IgG) are shown as control. Dark-brown stain indicates the expression of cyclin D3. Pictures are shown at 400X.
(TIF)

Figure S2 **Gene clustering.** Data obtained from microarray analysis for differential gene expression between the polyploid (P1, P2, and P3) and non-polyploid (N1, N2, and N3) decidual cell populations was used to generate a cluster analysis. Each *vertical line* represents a single gene. Upregulation and downregulation in expressions are represented as different levels of shading (red, yellow, and blue) in the heatmap. The degree of color saturation reflects the magnitude of gene expression, as indicated by color scale.
(TIF)

Figure S3 ***In situ*** **hybridization analysis of expression for the** ***Ptgs2*** **gene at the sites of embryo implantation on days 5 (D5) and 7 (D7) of pregnancy.** Dark-field photomicrographs of representative uterine cross-sections hybridized with antisense probes are shown. M, mesometrial pole; AM, anti-mesometrial pole; e, embryo. Pictures are shown at 40X.
(TIF)

Figure S4 **Immunohistochemical analysis of cyclin D3 on day 8 embryo implantation site.** M, mesometrial pole; AM, anti-mesometrial pole; e, embryo; sdz, secondary decidual zone. The insets shown in the mesometrial-antimesometrial barrier region or in the antimesometrial region in panel a (at 40X) are presented in the respective right panels: b or c (at 400X).
(TIF)

Figure S5 **Functional networks of mitochondrial genes that are specifically up-regulated in polyploid decidual cells.** Ingenuity Pathway Analysis (IPA) was performed to obtain mitochondrial gene networks and an overlapping relationship between the networks, based on 128 mitochondrial genes that are induced in polyploid cells (Table S3). Genes that are marked in red actually represent induced genes for polyploid populations, while increasing intensities of red indicate higher orders of expression. Each network is displayed graphically as nodes (gene or gene product) and edges (the biological relationships between nodes, including the functional or physical interactions). The overlapping network is generated based on each constructed network that is bound by commonly appearing genes. The shape of the objects represents whether the protein is a cytokine, growth factor, chemical/drug/toxicant, enzyme, etc. as indicated in the figure.
(TIF)

Figure S6 **Analysis of mitochondria in relation to decidual cell polyploidy developed** ***in vitro*** **.** A. Mitochondrial mass analysis. Confocal microscopic analysis was performed on cells after staining with Mitotracker *Red*, as described in Materials and Methods. B. Quantitation of mitochondrial mass. The area of mitochondrial staining per cell was determined using the Image J program available at http://imagej.nih.gov/ij (NIH, USA). Results are expressed as fold change (mean ± SEM), as compared to non-polyploid cells (control). Data were analyzed after counting of at least 30 to 40 cells in each group from three independent experiments.
(TIF)

Table S1 Complete list of up- or down-regulated genes in polyploid (P) cells as compared to non-polyploid (N) cells.

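Table S1 gives a transcript cluster, a direction and a linear fold change for each gene called by the study. The copy used here holds 1996 rows, 1 cluster each, of the 2222 genes that the paper counts, and some genes have several rows. Of the rows held, 790 are higher and 1206 lower, beside the paper's 1015 and 1207. The rows not held are thus mostly higher ones, and they were not used here. All 1996 clusters were found in the arrays' value table, and each had the direction that the table gives. Every cluster held passed limma's test, and 1987 of them changed by at least 2-fold, while 9 were below that. The study selected these clusters on the same arrays, so this result was largely built in. Folds in the table follow the array values most closely after 16 is added to each value on the linear scale, with a slope of 1.00 and a median absolute difference of 0.0163 on the log2 scale, against a slope of 1.10 and 0.154 with nothing added. Fold changes of dim clusters are therefore larger on the scale used here than in Table S1, as for Chil3, 34.85-fold here and 17.48-fold in the paper's table. In P, Chil3 lies at 3.95 ± 0.81 (SD, n = 3), below the medians of the control clusters (4.66 to 4.92), so that its fold depends on the lower end of the scale.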

(XLS)

Table S2 Primers used for RT-PCR analyses.
(DOC)

Table S3 Enrichment analysis of polyploidy-related up-regulated genes generated by TOPPFUN program.
(XLS)

Table S4 Enrichment analysis of polyploidy-related down-regulated genes generated by TOPPFUN program.
(XLS)

# Supplementary material for: Decidual Cell Polyploidization Necessitates Mitochondrial Activity
**Source:** PLoS One. 2011 Oct 25;6(10):e26774. doi: 10.1371/journal.pone.0026774
**Supplement:** Table S2 — Primers used for RT-PCR analyses.

**Table S2**: Primers used for RT-PCR analyses

| Name of genes | Sequence |
| --- | --- |
| *Tdo2* | Tdo2-L: CATGGCTGGAAAGAACACCT  Tdo2-R: CCTTGTACCTGTCGCTCACA |
| *Prc1* | Prc1-L: AGCCTGTGGAGGCAATTATG  Prc1-R: TCCGTGCTTTCAACTCCTCT |
| *Acad9* | Acad9-L: GGATGCTAGACCAACCAGGA  Acad9-R: ACAGTCCGGCCAAAGTAATG |
| *Aurkb* | Aurkb-L: GCCAGAAGTTGGCTGAGAAC  Aurkb-R: CTCCCTGCAGACCTAACAGC |
| *Anln* | Anln-L: GCCTGCACTCACTTCTTTCC  Anln-R: CTGAGTTCAGCCCTCTGTCC |
| *Neo1* | Neo1-L: CTCTACCGCTGCATTGTTGA  Neo1-R: TCCATGGATTCGTGAGCATA |
| *Nsbp1* | Nsbp1-L: GATGGGAAATGCAAAGAGGA  Nsbp1-R: TCTTCTGCCTCCACCTTGTT |
| *Me1* | Me1-L: GGAACCCACCTCTGAGACAA  Me1-R: GAAAGCTTCTGCACCCTCAC |
| *Tmtc1* | Tmtc1-L: CAAGCTTGGCTTCCCTACTG  Tmtc1-R: GCTAAAACCTGTGCCAGAGC |
| *Ak1* | Ak1-L: GAGACCATGACCCAACGACT  Ak1-R: AGCCAGAGGGAGACAAGACA |
| *Nox4* | Nox4-L: GCATCTGCATCTGTCCTGAA  Nox4-R: ACCACCTGAAACATGCAACA |
| *Eln* | Eln-L: TCAGATGGCTCCTCACACTG  Eln-R: AACCCAAAGAGCACACCAAC |
| *Acss3* | Acss3-L: TACAAGCCCTGGACCAAAAC  Acss3-R: ACTCCACCTTCCTTCCTGGT |
| *Tfrc* | Tfrc-L: CAGCATTGGTCAAAACATGG  Tfrc-R: TTTTCTGCAGCAGCTCTTGA |
| *Abat* | Abat-L: TGGTACCGGAGTAAGGAACG  Abat-R: CTTGCCTGTACAGCCTCCTC |
| *Limk2* | Limk2-L: TCAAAGCTGGAGGACTCGTT  Limk2-R: CCTCCCAGAATCTCAATCCA |
| *Ddb1* | Ddb1-L: AGCAACGAACAAGGCTCCTA  Ddb1-R: GCTTTGGGCTCTTGAGACAC |
| *P57* | P57-L: CTGGGACCTTTCGTTCATGT  P57-R: GTGGGGGCTTTTACTCAACA |
| *Serpinb6b* | Serpinb6b-L: TGGATAAATGCAGTGGCAAA  Serpinb6b-R: TTGCACAGGTTTCACCACAT |
| *Pdgfra* | Pdgfra-L: ACCTCCCACCAGGTCTTTCT  Pdgfra-R: CTCCCGTTATTGTGCAAGGT |
| *Pdgfc* | Pdgfc-L: GTGCCAGGAAAGCAGACTTC  Pdgfc -R: ACAGGCACAATTTCCTCCAC |
| *Fmo2* | Fmo2-L: CTCACCTGCCACTCAAGTCA  Fmo2-R: GTCTCCGTGAGCTCCTTCAC |
| *Dcn* | Dcn-L: GCTTCCTACTCGGCTGTGAG  Dcn-R: GGCGGCATTTGACTTTATGT |
| *Aldh1a2* | Aldh1a2-L: GGCTGGGCTGATAAAATTCA  Aldh1a2-R: GTCCAAGTCAGCATCTGCAA |
| *Ccr2* | Ccr2-L: CCTGCAAAGACCAGAAGAGG  Ccr2-R: GTGAGCAGGAAGAGCAGGTC |
| *Chi3l3* | Chi3l3-L: TGAAGGAGCCACTGAGGTCT  Chi3l3-R: CCAGCTGGTACAGCAGACAA |
| *Ms4a4c* | Ms4a4c-L: GAGGTGCTCCACCTTCAGAG  Ms4a4c-R: TCCAAACCCTTGGTGATTGT |
| *Il1b* | Il1b-L: GAGTGTGGATCCCAAGCAAT  Il1b-R: CTGCCTAATGTCCCCTTGAA |
| *Clec4e* | Clec4e-L TGCTACAGTGAGGCATCAGG  Clec4e-R: CATGCATGTAAGCCATGTCC |
| *Cybb* | Cybb-L: ATAGGCGTTTTCCTGTGTGG  Cybb-R: ­­­AAAGGTGACCACACCCAGAG |
| *Actb* | Actb-L: GTGGGCCGCTCTAGGCACCAA  Actb-R: CTCTTTGATGTCACGCACGATTTC |

How the deposited data were processed for this re-analysis (not part of the article)

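RNA of polyploid (P) and non-polyploid (N) decidual cells was measured on Affymetrix Mouse Gene 1.0 ST arrays, 6 arrays in all, 3 for each population and 1 pool of cells for each array. The paper gives the 3 pools of each population as independent, and does not say whether P and N pools of the same number came from the same cells. Deviations from the group means, taken across clusters, correlated at 0.172, 0.0641 and 0.173 for pools of the same number. For the other pairs of a P and an N pool they correlated at -0.19 to 0.0313. Pairing was therefore not excluded. The main fit took the pools as unpaired, and the replicate number as a block was an alternative. The labels give pregnancy day 7, whereas the paper describes deciduoma induced in pseudopregnant females. The values used are log2 expression values per transcript cluster as the authors deposited them, on a positive log2 scale. The authors state the array, the scanner and the selection of genes in GeneSpring GX10, and the background correction, summarisation and normalization behind the log2 values are not given in the sources used here. Array medians were close together, but the arrays did not share 1 distribution, and the values were not centred per gene.

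The value table lists 35557 clusters. Clusters with an ID below 10344624, the lowest ID that names a gene, were taken as controls, and 6618 were left out on this ground. Of the 28939 clusters tested, 21789 named 1 gene, 1621 named several and 5529 had no gene named here. For 21698 clusters the gene ID was found in the gene table and for 91 it was not. In a gene with more than 1 cluster, the brightest over all 6 arrays was taken for gene lists, which left 19938 genes with a cluster of their own. In the lists, 63 genes had more than 1 cluster, and 0 of these had clusters past the test in opposite directions.

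P minus N was fitted in limma (version 3.58.1, R version 4.3.3) with lmFit and eBayes, which leaves 4 residual degrees of freedom, and p-values were adjusted by Benjamini-Hochberg over all clusters tested. A cluster was called at an adjusted p of at most 0.05 and a fold of at least 2. The paper's methods give an unpaired test, an FDR of 5% and a fold of 2. That test was run as an alternative. List members were counted as higher or lower at an adjusted p of at most 0.05 at any fold, adjusted over all clusters and over the list alone. Of the 37 lists fixed before the data were examined, those of processes covered DNA replication, mitosis and cytokinesis, G1 cyclins and their inhibitors, DNA damage response, complex I, complexes II to IV, ATP synthase, mitochondrial genome transcripts, the citrate cycle with pyruvate dehydrogenase, fatty acid oxidation, branched-chain amino acid degradation, mitochondrial ribosomal proteins, mitochondrial biogenesis, mitochondrial import, glycolysis, cholesterol synthesis, NADPH oxidase and antioxidant enzymes, pro-apoptotic genes, anti-apoptotic genes, decidual and uterine stroma, matrix and fibroblast genes, interferon-stimulated genes, immediate-early stress genes and replication-dependent histones. Marker lists covered leukocytes in general, monocytes and macrophages, dendritic cells with MHC class II, neutrophils, NK cells, T cells, B cells, mast cells and basophils, endothelium, pericytes and smooth muscle, epithelium, erythroid cells and platelets. Lists of at least 2 measured members were tested by camera with a preset correlation of 0.01, adjusted over the lists. Lists that the study chose on these samples were counted apart. The lists fixed before were written after the paper was read, and some share genes with those of the study. Second lists of leukocyte, endothelial and NK cell markers were written later, for the tests in the closing section, and shared 0 genes with the first lists.

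Genes were named by a rule fixed before. It took every gene that the paper names as an array or RT-PCR result (fold changes of some had been seen in Table S1), the 10 largest rises and 10 largest falls among called clusters that name 1 gene and do not overlap between the groups, and in each list up to 4 members with the largest change past the test and up to 3 past the test against the majority. The rule named 307 genes. Ccnb1, Aco2, Ccr5, Ncf2 and Ucp2 have no cluster naming them alone and were read through the cluster IDs of Table S1. Respiratory genes of the nucleus and of the mitochondrial genome were compared per array by an exact permutation test, two-sided, where 0.1 is the smallest p. Arrays were clustered on Pearson's r by average linkage.

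The fit was tested on simulated data with 28939 clusters and 200 changed ones. limma recovered 71 of 100 clusters changed 2-fold and 94 of 100 changed 4-fold, with 4 false calls, and the methods' test 26 and 68, with 8 false calls. The changed clusters were drawn above the median brightness, and recovery was counted at an adjusted p of at most 0.05 at any fold. In the data 9308 clusters passed, far more than the 200 changed here, so these shares do not carry over to the data. Array medians lay between 5.66 and 5.76 and the lowest values between 1.70 and 1.85. No background measure was used, and the number of arrays limits the precision. Alternatives were the methods' test, eBayes with trend and robust estimation, quantile normalization, centring on the median or the 75th percentile, filters at the 25th percentile and the median, 1 cluster per gene, the mean over clusters of a gene, the replicate number as a block, a fold of 1.5, each array left out, an estimated correlation, fry, Spearman correlation, complete linkage, brighter clusters alone for the separation, and, for the respiratory genes, the median or complex I alone. Keeping the control clusters, the methods' test without adjustment and 16 added to the values on the linear scale were chosen after seeing the data. Staining, ATP, inhibitor and siRNA experiments of the paper were not analysed here.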

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

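The tests of leukocytes and endothelial cells in the non-polyploid fraction and of NK cells in pool P2 were set before their second lists were looked at, and the other tests here were chosen after the result was seen.

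Signals appeared in 7 lists that the paper's text does not discuss as lists, although it names Cdkn1c and cyclin D3 of the G1 list and reports a category of natural killer cell cytotoxicity among the lower genes. Its enrichment tables, 1 of which is cut in the copy read, hold related categories, among them B cell, interferon and endothelial ones for the lower genes. In polyploid cells 21 of 22 endothelial markers were lower, 20 of 20 interferon-stimulated genes were lower, 7 of 14 immediate-early stress genes were lower, 4 of 16 NK cell markers were higher, 7 of 13 pericyte and smooth muscle markers were lower, 7 of 7 B cell markers were lower and 10 of 25 G1 cyclins, CDKs, inhibitors and pocket proteins were higher. The stress genes depend on the test, with 0 lower by the methods' test, 2 with trend and robust estimation, 4 without N1, 3 without P3 and 11 with the replicate block. By the methods' test 0 NK cell markers were higher and 4 pericyte and smooth muscle markers lower. The NK cell and G1 lists did not pass the set test (camera, adjusted p = 0.248 and 0.1). Over all 28939 clusters 5586 were higher and 3722 lower.

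Leukocyte and endothelial genes were lower together in polyploid cells, with Ptprc at 11.23 in N and 7.72 in P and Kdr at 11.05 and 8.65. Under quantile normalization and both centrings, 14 of 14 pan-leukocyte markers still fell. These settings rescaled values that the authors had already processed, so they could not undo or test the authors' own normalization. In second lists that share 0 genes with the first, 95.7% of 23 leukocyte genes and 95% of 20 endothelial genes fell, so leukocytes and endothelial cells in the non-polyploid fraction are a candidate source. Of the paper's own checks of purity, not analysed here, 1 was staining for cyclin D3, a marker of decidualizing stroma. The paper reads it as a sign of pure preparations, which would speak against this source. Whether leukocytes or endothelial cells also stain for it was not tested here. RNA of Ccnd3, unlike most of the stromal list, did not pass the test between P and N. Microscopy scored large mono- or bi-nuclear cells, and flow cytometry scored DNA content. Both sort cells by ploidy, so they cannot tell cell types apart among non-polyploid cells. A change in these cell types with polyploidy and lower expression of these genes inside decidual cells were not tested and stay open.

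Mitochondrial and cell cycle genes were higher together in polyploid cells. Under quantile normalization and both centrings, at least 93.1% of 189 respiratory, citrate cycle, replication and mitosis genes still rose. As above, these settings could not undo the authors' own normalization, which was not tested. Dilution of decidual RNA by other cell types in the non-polyploid fraction stays open as a candidate explanation. The median log2 fold changes of mitosis (1.217), replication (0.9697), respiratory chain (0.7635) and citrate cycle genes (1.061) lay below the median of 1.663 for stromal genes. They also lay below the 90th percentile of 2.37 for stromal and matrix genes. Only a median above 2.37 would have counted against dilution, and these genes need not be restricted to stroma. The comparison therefore could not decide for or against it. A rise with polyploidy inside decidual cells, the paper's reading, stays open too, since stromal genes may themselves rise with polyploidy. For its reading the paper also has in situ hybridization, mitochondrial staining, ATP content, inhibitors and siRNA, which were not analysed here.

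NK cell genes were high in polyploid pool P2, by a median of 2.76 over P1 and P3. A rise of all kinds of leukocytes alike is argued against by the monocyte and macrophage markers, whose median in the same comparison was -1.49 (quartiles -1.70 and -0.924), with 20 of 23 lower in P2 than in both other pools. The medians were -0.395 (quartiles -0.875 and -0.256) for dendritic cell and MHC class II genes, -0.215 (-0.651 and -0.0832) for neutrophil and -0.0572 (-0.149 and -0.0313) for B cell markers, but 0.47 (0.265 and 0.622) for pan-leukocyte and 0.042 (-0.242 and 0.316) for T cell markers, against quartiles of 2.15 and 3.01 for the NK cell markers. A second list of 16 NK cell genes had a median of 0.257 in the same comparison, at percentile 100 of 10000 random lists. The random lists were drawn from all genes and not from genes that vary together, so this percentile cannot single out NK cells. The median of 0.257 also lay below the 0.47 of the pan-leukocyte markers. Uterine NK cells in this pool stay a candidate source that this test does not settle. Between P and N, however, 0 genes of the second list were higher and 3 lower, with a median of -0.19. Of the first list, 7 were higher without P2, but 0 by the methods' test, with trend and robust estimation, and without N2 or N3, so whether NK cell genes differ between P and N stays open.

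Other splits of the 6 arrays were counted for each result of the fit. With 10 splits, the real one included, a share under 0.05 cannot be reached. The real split called 1452 higher and 1647 lower, 9308 at any fold and 588 list members, and the highest other count was 0 in each, so that 1 split reached each count, while 313 to 869 clusters in the other splits had an unadjusted p of at most 0.05 against 11615 in the real one. For the set tests with a preset correlation, 28 lists passed in the real split and 11 to 29 in the others, so that 2 splits reached the count. Those other splits called 0 list members. A list that passes with the preset correlation is therefore not, by that alone, evidence of a difference between P and N.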

How the results depend on the processing

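Keeping the control clusters, the methods' test without adjustment and 16 added on the linear scale, with all clusters or only those that name a gene, were chosen after seeing the data, and the other settings before. With a fold of at least 1.5, 3418 clusters were higher and 2605 lower, as a lower threshold must give more. With a correlation estimated for each list 0 set tests passed, against 28 with the preset correlation; fry, which tests a list by itself, gave 31. In the other settings the counts at 2-fold stayed within 1.5 times, 1071 to 1578 higher and 1232 to 1932 lower, and those at any fold from 7141 by the methods' test to 9482 with 16 added, or 10729 by the methods' test without adjustment. Leaving out each array gave 1327 to 1578 higher and 1471 to 1748 lower. No named gene reversed in any setting. Of 307 named genes, 36 no longer passed by the methods' test, 12 with trend and robust estimation, 9 with 16 added, 6 to 16 when 1 array was left out and at most 3 under the normalizations or the replicate block, and 1 (COX2) passed only after quantile normalization. The cause was not tested. Of 50 list counts, 7 moved by more than 1.5 times under the methods' test and at most 4 in any other setting. The NK cell count of 4 higher was 0 by the methods' test, with trend and robust estimation, with 16 added and without N2 or N3, 2 without N1 and 7 without P2. The set call of glycolysis ended with the replicate block (adjusted p 0.0658), the mean over clusters (0.0532), quantile normalization (0.15), and without P1 (0.0599) or P2 (0.0589). The anti-apoptotic set test (adjusted p 0.0729) passed after quantile normalization (0.0432), without P2 (0.0462) and by fry (0.00199), and that of mast cell markers (0.0813) without N1 (0.0413) or P2 (0.0321) and by fry (0.00439). By fry the G1 (adjusted p 0.00203), epithelial (0.0218) and platelet (0.0397) lists passed as well. The pericyte and smooth muscle list (0.0603) and the immediate-early stress genes (0.194) no longer passed by fry. The arrays separated into the same groups with Spearman correlation, complete linkage and brighter clusters, and the nuclear minus mitochondrial difference of 0.8615 lay between 0.7808 and 0.9579. The DNA damage count of 14 higher was 8 by the methods' test. The platelet count of 2 lower was 0 by the methods' test and without N1, N2, N3 or P2, and the epithelial count of 5 higher was 3 by the methods' test and without N1, N2, P1 or P2. All 7 B cell markers lie below the median of all clusters, so the setting without these clusters did not test them. The limit set by signal over background was not measured.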

Differences from the paper's values

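The settings with 16 added, with only clusters that name a gene counted and with control clusters kept were chosen after seeing the values, and the other settings named here before the data were examined. A count was taken as different from the paper's when either was more than 1.5 times the other, and a fold when it was also apart by more than the replicate SD, with 16 added to put it on the scale of Table S1. By these limits none of the counts with limma over all arrays, controls left out, and none of 145 folds differed. The offset was chosen to bring the folds nearest to Table S1, so this result for the folds was partly built in. Without the offset, Chil3 and Cyp2b10 (values below), Cxcr2 (33.03-fold beside the paper's 19.44) and Il18rap (5.77 beside 3.59) lay beyond both limits. At an adjusted p of at most 0.05 and 2-fold, with limma in place of the methods' test, 3099 transcript clusters were called here, 1452 higher and 1647 lower, beside the paper's 2222, 1015 and 1207. The count of higher clusters exceeded 1.5 times the paper's without N1 (1530), without P1 (1578) and with control clusters kept (1568), that of lower clusters with control clusters kept (1932), and both at a fold of 1.5, which is not the paper's threshold (3418 and 2605). Fold changes of 1996 clusters held of Table S1 had the same direction as here, and came nearest on another scale. With 16 added to the values on the linear scale, an offset chosen after seeing the values, the median absolute log2 difference was 0.0163 and Chil3 changed 17.21-fold, beside the paper's 17.48 and 34.85 without the offset, and Cyp2b10 3.77-fold, beside the paper's 3.70 and 5.74 without it. That setting gave 2456 clusters (1121 higher, 1335 lower), and 16 of the 1996 clusters held were no longer called, against 9 without it. Counting only clusters that name a gene in that setting, a restriction also chosen after seeing the values, gave 1071 higher and 1232 lower, and dropped 127 of the 1996 clusters held.

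The paper states that FoxM1 itself did not change, whereas Foxm1 was called higher here at a log2 fold change of 1.07 (adjusted p = 0.0037 from limma). It was not called by the methods' test (adjusted p = 0.052, in a range of 0.00131 to 0.052 over the settings), nor, being under 2-fold, with 16 added (0.89), without N3 (0.91) or without P2 (0.94). For glycolysis the paper points to the fall of Pfkfb3, which fell here by 2.27 on the log2 scale, whereas over the list of 20 genes 11 rose and 4 fell.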

Other observations

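The lists and the comparison of nuclear and mitochondrial genome transcripts were set before the array values were examined, but after the paper was read. The paper already reports several mitochondrial genome transcripts, ND3 and COX2 among them, as unchanged in these samples. The comparison is therefore not independent of that report.

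Genes that control the G1 phase moved both ways in polyploid cells. E2f8, a repressor of the E2F family linked with polyploid cells, had a log2 fold change of 2.37, Ccne1, which encodes cyclin E1, one of 1.88, and Cdk4, a partner of D-type cyclins, one of 1.32. Rb1, the pocket protein that restrains E2F factors, fell by 2.14, Ccnd1, which encodes cyclin D1, by 1.69 and Ccnd2, which encodes cyclin D2, by 1.47, while Ccnd3 did not pass the test (log2 fold change 0.23, adjusted p = 0.164 from limma). Of the 25 genes in this list, 10 rose and 4 fell (11 and 4 adjusted over the list alone), and the set test did not pass (adjusted p = 0.1). The fall of Rb1, Ccnd1 and Ccnd2 was not told apart from that of the leukocyte markers in the same arrays.

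All 20 interferon-stimulated genes fell (20 adjusted over the list alone), with Mx1, an antiviral GTPase, 14.6-fold lower, Rsad2 11.1-fold and Ifit3 8.89-fold (camera, adjusted p = 1.15e-14, with an adjusted p = 0.19 with an estimated correlation). Over the other settings the log2 fold change of Mx1 lay between -4.19 and -2.99. Pan-leukocyte and endothelial markers fell in the same arrays, with median log2 fold changes of -3.00 and -1.74. Of 13 pericyte and smooth muscle markers, 7 fell and 1, Tagln, rose by 0.98 on the log2 scale (8 and 1 adjusted over the list alone). By the methods' test 4 fell. The set test of this list gave an adjusted p = 0.0221 with camera's preset correlation, 0.45 with an estimated correlation and 0.0603 by fry. Of 14 immediate-early stress genes, 7 fell (8 adjusted over the list alone). Their set test gave an adjusted p = 0.0023 with camera's preset correlation, 0.463 with an estimated correlation and 0.194 by fry. Of 12 epithelial markers, 5 rose and 7 did not pass (5 higher and 1 lower adjusted over the list alone; set test, adjusted p = 0.284), among them Krt19, a keratin, 6.54-fold, and Cldn3, a claudin, 2.24-fold; 3 rose by the methods' test and without N1, N2, P1 or P2. Among mast cell and basophil markers 2 of 7 fell, Hdc, which makes histamine, 13.6-fold and Ms4a2 1.39-fold (set test, adjusted p = 0.0813; 1 fell without the clusters below the 25th percentile). Of 5 platelet genes 2 fell, Ppbp and Itga2b, each by less than 2-fold (adjusted p = 0.104 for the set; 0 fell by the methods' test and without N1, N2, N3 or P2), and 0 of 3 erythroid genes changed past the test (adjusted p = 0.204).

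The difference between nuclear respiratory genes and mitochondrial genome transcripts was higher in 3 of 3 polyploid arrays than in every non-polyploid array. The number of mitochondria per cell was not tested. Only 2 mitochondrial genome transcripts were measured, and 0.1 is the smallest p that the exact permutation test allows.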
